# *LincIN*, a novel NF90-binding long non-coding RNA, is overexpressed in advanced breast tumors and involved in metastasis

**DOI:** 10.1186/s13058-017-0853-2

**Published:** 2017-05-30

**Authors:** Zhengyu Jiang, Carolyn M. Slater, Yan Zhou, Karthik Devarajan, Karen J. Ruth, Yueran Li, Kathy Q. Cai, Mary Daly, Xiaowei Chen

**Keywords:** lncRNA, LincIN, NF90, Metastasis, Breast cancer

## Abstract

**Background:**

Recent genome-wide profiling by sequencing and distinctive chromatin signatures has identified thousands of long non-coding RNA (lncRNA) species (>200 nt). LncRNAs have emerged as important regulators of gene expression, involving in both developmental and pathological processes. While altered expression of lncRNAs has been observed in breast cancer development, their roles in breast cancer progression and metastasis are still poorly understood.

**Methods:**

To identify novel breast cancer-associated lncRNA candidates, we employed a high-density SNP array-based approach to uncover intergenic lncRNA genes that are aberrantly expressed in breast cancer. We first evaluated the potential value as a breast cancer prognostic biomarker for one breast cancer-associated lncRNA, *LincIN*, using a breast cancer cohort retrieved from The Cancer Genome Atlas (TCGA) Data Portal. Then we characterized the role of *LincIN* in breast cancer progression and metastasis by in vitro invasion assay and a mouse tail vein injection metastasis model. To study the action of *LincIN*, we identified *LincIN*-interacting protein partner(s) by RNA pull-down experiments followed with protein identification by mass spectrometry.

**Results:**

High levels of *LincIN* expression are frequently observed in tumors compared to adjacent normal tissues, and are strongly associated with aggressive breast cancer. Importantly, analysis of TCGA data further suggest that high expression of *LincIN* is associated with poor overall survival in patients with breast cancer (*P* = 0.044 and *P* = 0.011 after adjustment for age). The functional experiments demonstrate that knockdown of *LincIN* inhibits tumor cell migration and invasion in vitro, which is supported by the results of transcriptome analysis in the *LincIN*-knockdown cells. Furthermore, knockdown of *LincIN* diminishes lung metastasis in a mouse tail vein injection model. We also identified a *LincIN*-binding protein, NF90, through which overexpression of *LincIN* may repress p21 protein expression by inhibiting its translation, and upregulation of p21 by *LincIN* knockdown may be associated with less aggressive metastasis phenotypes.

**Conclusions:**

Our studies provide clear evidence to support *LincIN* as a new regulator of tumor progression-metastasis at both transcriptional and translational levels and as a promising prognostic biomarker for breast cancer.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13058-017-0853-2) contains supplementary material, which is available to authorized users.

## Background

Genome-wide profiling by deep sequencing and mapping distinctive chromatin signatures have identified thousands of long non-coding ribonucleic acid (lncRNA) species (>200 nt in length) [1–3]. A majority of these lncRNAs are derived from the intergenic genome and used to be considered as “transcriptional noise”. Now, some lncRNAs are recognized as novel regulators of gene expression, involving in both developmental and pathological processes [4–6]. Considerable attention has been garnered for the roles of lncRNAs in the development of cancer. Several well-characterized lncRNAs, such as *HOTAIR*, *FAL1*, *NKILA, LSINCT5*, and *BCAR4*, exhibit aberrant expression in cancer tissues and are associated with tumor progression and/or metastasis [7–11]. Hence, abnormal expression levels of these lncRNAs have potential clinical values as prognostic biomarkers, in addition to functional roles in promoting cancer [12]. In contrast to regulatory microRNAs, the functions of lncRNAs are not simply defined by a common mode of action, and each of them can act in a number of different ways, such as signals, decoys, guides or scaffolds [13]. In the nucleus, lncRNAs are primarily known for their interaction with chromatin modifiers, transcription factors or co-regulators, and DNA methylation enzymes, and, thus, epigenetically controlling gene transcription [14–16]. When present in the cytoplasm, lncRNAs are capable of regulating a number of post-transcriptional, translational and post-translational processes [17–19]. For example, the Half-staufen 1-binding site lncRNA (*1/2sbsRNAs*) is involved in staufen 1-mediated mRNA decay [18]. *NORAD* maintains genomic stability by sequestering PUMILIO proteins and regulates targeted mRNA stability and translation [19]. *LincRNA-p21* coordinates with RNA-binding protein HuR in the cytoplasm and modulates mRNA translation [20]. LncRNAs have also been found to directly regulate signal transduction at the post-translational level [9, 21]. For example, *Lnc-DC* expressed by dendritic cells promotes STAT6 phosphorylation and the activation of STAT6 signaling [21]. Although dysregulation of lncRNAs has been increasingly appreciated as a new “hallmark” of human cancer [22], the functional roles and regulatory mechanisms of many lncRNAs remain largely unknown, particularly for their co-actions with binding protein partners in these processes.

Nuclear factor 90 (NF90), a major spliced form of interleukin enhancer binding factor 3 (ILF3), was first identified on the basis of its ability to bind to the IL2 promoter in activated T cells [23], and it was subsequently found to bind double-stranded (ds) RNA structural elements [24]. Recent studies have shown that NF90 forms a complex with NF45 and plays multifunctional roles in the cells, including transcription, and microRNA biogenesis [25]. In addition to modulating transcription, NF90 is also capable of regulating gene expression at the post-transcriptional and translational levels [26–29]. However, the precise function of NF90 remains to be uncovered.

In the current investigation, we identified and characterized a novel breast cancer metastasis-associated lncRNA, a long intergenic non-coding RNA between ITGB1 and NRP1 (*LincIN*), by utilizing a high-density SNP array-based gene expression approach to evaluate the lncRNA transcriptome in paired normal versus tumor samples. *LincIN* is elevated in the majority of breast tumors and high levels of *LincIN* expression predict poor clinical outcomes. Our functional studies showed that *LincIN* plays a key role in breast cancer cell invasion and metastasis, interacts with NF90, and appears to regulate p21 expression at the translation level. Altogether, our studies provide evidence to support *LincIN* as a regulator in tumor cell invasion and a promising prognostic biomarker for breast cancer.

## Methods

### Biospecimens and a TCGA breast cancer cohort

Primary human mammary epithelial cells (HMECs) from breast tumors and matched adjacent non-tumor tissues were isolated and cultured as previously described [30]. For evaluating the expression of *LincIN* in clinical specimens by in situ analysis, a breast cancer tissue microarray (TMA) was prepared by the Biosample Core Facility of Fox Chase Cancer Center (FCCC). In addition, RNASeq reads per kilobase million (RPKM) values at the *LincIN* locus (reads falling into: chr10:3360887-3361048) as well as clinical and follow-up information were downloaded from The Cancer Genome Atlas (TCGA) Data Portal (https://tcga-data.nci.nih.gov) [31].

### Illumina HumanOmni5 quad BeadChip analysis

Genomic deoxyribonucleic acid (gDNA), RNAs and double-stranded cDNAs (ds-cDNA) from paired normal and tumor primary HEMCs were prepared as previously described [30]. gDNA (quantified by PicoGreen assay) and ds-cDNA samples were subjected to whole genome application and fragmentation prior to Illumina HumanOmni5-quad BeadChip hybridization (Additional file 1: Figure S1). gDNAs and ds-cDNAs from seven paired normal-tumor samples plus two technical replicates were analyzed in a total of 32 arrays. The data from five HMEC pairs were included for final analysis after two pairs were excluded by Illumina quality control. Data were analyzed using the Linear Models for Microarray (LIMMA) data package from R with modification (detailed in “Statistics”).

### Quantitative RT-PCR (RT-qPCR)

Quantitative PCR (qPCR) was performed using the ABI 7900HT system (Applied Biosystems, Foster City, CA, USA). TaqMan assays for *p21* ^*WAF1*^, *LincIN,* and *GAPDH* were designed and purchased from Applied Biosystems. In addition, the qPCR amplicon for each gene was cloned into the pCR4-TOPO vector (Invitrogen, Carlsbad, CA, USA). Linearized plasmids carrying respective gene amplicons were diluted and used for constructing standard curves for each gene. All cDNA samples calculated from 20 ng of total RNA per reaction were assayed in quadruplicate in 384 microwell plates.

### Microarray

Total RNA was isolated using TRIzol reagent (Invitrogen) and the quality of total RNA was assessed by an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). A total of 250 ng of total RNA sample was labeled and hybridized to the Affymetrix Human Gene 2.0 ST Array according to the manufacturer’s instructions (Affymetrix, Santa Clara, CA, USA). Scanned microarray images were analyzed using the Affymetrix Gene Expression Console with the RMA (Robust Multi-array Average) normalization algorithm. Further statistical analyses were performed using BRB-ArrayTools [32].

### RNA ligase-mediated rapid amplification of cDNA ends (RLM-RACE)

5′ and 3′ RLM-RACE analysis was performed using the FirstChoice^®^ RLM-RACE Kit (Life Technologies, Carlsbad, CA, USA) as previously described [30]. For the 5′ end, first internal and nested primer sequences were as follows, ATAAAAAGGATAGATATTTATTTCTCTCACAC and AGAACTCCTGCCCCTCCCCTGT. For the 3′ end, internal and nested primer sequences were as follows, AGCAAAACCTGAAGCCCCAAAGAG and AATTCCCATGGAGGAAAGAG.

### RNA in situ hybridization (ISH)

RNA ISH was performed with the RNAscope® 2.0 HD formalin-fixed, paraffin-embedded (FFPE) Assay Kits [Advanced Cell Diagnostics (ACD), Newark, CA, USA] following the manufacturer’s user manual. *LincIN*- specific RNA probes were custom designed by ACD. RNA staining of individual cells was scored semi-quantitatively according to the manufacturer’s instructions with minor modifications. Briefly, the expression levels of *LincIN*, *dapB* (negative control) and *POLR2* (positive control) were scored manually by two independent observers using the slightly modified guidelines recommended by ACD: 0 (no staining or <1 dot/10 cell), 1 (1–10 dots/cell and few dot clusters) and 2 (>10 dots/cell and >10% of dots are in clusters).

### Cell lines

Non-tumorigenic mammary epithelial cell lines, MCF-10A and -10F, and human breast cancer cell lines, BT-20, HCC-1937, MCF-7, MDA-MB-231, SK-BR-3, T-47D, and ZR-75-1, were purchased from American Type Culture Collection (ATCC). Cell lines were maintained according to ATCC recommended medium at 37 °C in the presence of 5% CO_2_. MDA-MB-231luc was gifted by Dr. Jose Russo (FCCC). MCF10ADCIS and SUM225 cells were gifts from Dr. Fariba Behbod (University of Kansas Medical Center) and were maintained as previously described [33].

### Antibodies

The following primary antibodies were used: NF90 rabbit polyclonal antibody (1:10000, Cat# ab131004, Abcam, Cambridge, MA, USA), NF45 rabbit monoclonal antibody (1:1000, Cat# ab131004, Abcam), p21^WAF1^ mouse monoclonal antibody (1:200, Cat# OP64, Calbiochem, La Jolla, CA, USA), Keratin mouse monoclonal antibody (1:1000, Cat# ab8068, Abcam), vimentin mouse monoclonal antibody (1:1000, Cat# V5255, Sigma-Aldrich, St. Louis, MO, USA), and β-actin mouse monoclonal antibody (1:5000, Cat#A5316, Sigma-Aldrich). For secondary antibodies, ECL^™^ HRP-conjugated anti-mouse or anti-rabbit IgG (GE Healthcare, Chicago, IL, USA) were used. For pull-down western experiments, HRP-conjugated anti-rabbit heavy chain (Jackson ImmunoResearch Labs, West Grove, PA, USA) was used.

### Plasmid construction

For *LincIN* short hairpin RNAs (shRNAs), sense and antisense oligos were designed using the Whitehead Institute online tool (http://sirna.wi.mit.edu/) and synthesized by Integrated DNA Technologies (IDT) (Coralville, IA, USA). The oligos were then annealed prior to cloning into the Age *I* and EcoR *I* restriction enzyme sites of pMKO.1-GFP, which was purchased from Addgene (Cambridge, MA, USA). After screening for *LincIN* knockdown efficacy, two of the most efficient shRNA constructs were chosen from a total of seven shRNA designs (sequences listed in Additional file 1: Table S1). In addition, the full length of *LincIN* was synthesized by Genewiz, Inc. (Cambridge, MA, USA), and was cloned into the pRetroX-IRES-ZsGreen vector (Clontech, Mountain View, CA, USA) at the BamH *I* and Not *I* restriction enzyme sites.

### Dicer-substrate siRNA transfection

Dicer-substrate small interfering RNAs (siRNAs) for *LincIN* were designed and synthesized from IDT. Sequences for si*LincIN*.A and si*LincIN*.B were as follows: GGACAUUAUGCAAGGAGAUGGCATC (sense), GAUGCCAUCUCCUUGCAUAAUGUCCUU (antisense); and CACCCUGCCAGAUGUGUCUUGUUCC (sense) and GGAACAAGACACAUCUGGCAGGGUGUC (antisense). Predesigned NF90 siRNAs and scrambled controls (SC) were purchased from IDT. siRNAs were transfected into cells using Oligofectamine^™^ or Lipofectamine 3000 reagents (Life Technologies) according to the manufacturer’s instructions.

### Wound closure assay, invasion, and cell cycle analysis

After breast cancer cells were cultured in a monolayer and reached 90–95% confluence, a scratch wound was carried out by creating a linear cell-free region using sterilized pipette tips as described previously [34]. The progress of cell migration into the scratch was photographed every 24 hours using an inverted fluorescence microscope. The images are further analyzed quantitatively using National Institutes of Health ImageJ software. Invasion assay was performed using the BD BioCoat^™^ Matrigel^™^ Invasion Chamber (BD Biosciences, Franklin Lakes, NJ, USA) following the manufacturer’s instructions. The invaded cells were stained with 1% crystal violet and examined under a light microscope. Cell cycle assay was done using the Nuclear-ID^®^ Red Cell Cycle Kit (Enzo Life Sciences, Farmingdale, NY, USA).

### Mouse tail vein injection metastasis model and bioluminescent imaging analysis

All the animal protocols were approved by the Institutional Animal Care and Use Committee (IACUC) at FCCC. Stable lines expressing empty green fluorescent protein (GFP) vector or *LincIN* shRNAs were generated using MDA-MB-231-Luc-D3H1 cells. To establish a lung metastasis model, 2 × 10^6^ MDA-MB-231-Luc cells were injected intravenously (tail vein) into female SCID mice of 6–7 weeks old. Images were taken at multiple time points (days 1, 7, 14, 21, 28, and 43) after injections of tumor cells. Bioluminescence imaging of animals was performed using standard display methods (exposure time, 1-60s; binning 8; field of view 4; f/stop 1; open filter) on the IVIS® Spectrum system (PerkinElmer, Waltham, MA, USA). Total photon plux (photons/sec) was determined from the region-of-interest (ROI) using Living-Image (Xenogen, Hopkinton, MA, USA) analysis software.

### RNA-protein pull-down and mass spectrometry analysis

Full-length sense and antisense of *LincIN* or *LincIN* RNA fragments (1-320, 332-554, and 538-1031) were in vitro transcribed with the TranscriptAid T7 High Yield transcription Kit (Thermo Fisher Scientific, Waltham, MA, USA) and labeled with biotin using the Pierce™ RNA 3′End Desthiobiotinylation Kit (Thermo Fisher Scientific). The whole lysates from MDA-MB-231 cells were freshly prepared with the RNasin® Ribonuclease Inhibitor (Promega, Madison, WI, USA) and protease/phosphatase inhibitor cocktail (Roche, Basel, Switzerland). Pull-down experiments were performed using the Pierce™ Magnetic RNA-Protein Pull-Down Kit (Thermo Fisher Scientific) according to the manufacturer’s instructions. *LincIN*-associated proteins were eluted and resolved by gel electrophoresis followed by staining with the SilverQuest™ Silver Staining Kit (Life Technologies) or directly used for Western blotting. Protein bands of interest were excised, de-stained, and digested prior to analysis by LC-MS/MS using reverse phase capillary high-performance liquid chromatography (HPLC) with a Thermo Electron LTQ OrbiTrap XL mass spectrometer at The Wistar Institute.

### RNA immunoprecipitation (RIP) and Immunoprecipitation (IP)

RIP experiments were performed using the Magna RIP^™^ RNA-Binding Protein Immunoprecipitation Kit (EMD Millipore, Billerica, MA, USA) according to the manufacturer’s protocol. Briefly, fresh lysates from MDA-MB-231 cells were prepared using RIP lysis buffer containing a protease inhibitor cocktail and RNase inhibitor. Five μg of NF90 or control antibodies (anti-SNRNP70 and normal rabbit IgG) were captured by magnetic beads and incubated with 100 μL cell lysate for 8 h at 4 °C. The co-precipitated RNAs were extracted using protease K and phenol/chloroform precipitation. Precipitated RNAs and total RNAs (input controls) were treated with TURBO^™^ DNase (Life Technologies) prior to the reverse transcription with the iScript^™^ cDNA Synthesis Kit (Bio-Rad Laboratories, Hercules, CA, USA). Analysis of *LincIN* RIP signals were performed using a custom-designed TaqMan assay (Applied BioSystems) via real-time PCR. IP was performed using the Magnetic Dynabeads Kit (Thermo Fisher Scientific) according to the manufacturer’s manual.

### Statistical analysis

The LIMMA (Linear Models for Microarray Data) methodology [35, 36] was used to identify differentially expressed intergenic lncRNAs between paired tumor and normal samples. The Benjamini-Hochberg method was used to adjust for multiple testing and to calculate the false discovery rate (FDR) for each lncRNA probe [37]. Computations were performed using the R statistical language and environment [38]. The Wilcoxon signed-rank test was used to compare differences between paired tumor and normal samples for RNA-ISH and TCGA data; and Kaplan-Meier survival curves were compared using log-rank tests. Kruskal-Wallis and Fisher’s exact tests were used to test the association between clinical variables and *LincIN* expression levels. In vitro data was analyzed using one-way analysis of variance (ANOVA) and Dunnett’s test to account for multiple post hoc comparisons or the two-sample *t* test. All tests were two-sided and used a type I error of 5%. TCGA data was analyzed using SAS software, version 9.4 (SAS Institute Inc., Cary, NC, USA). If not mentioned specifically, all experiments were repeated in triplicate.

## Results

### Identification of a novel breast cancer-associated intergenic lncRNA, *LincIN*

To identify novel breast cancer-associated lncRNA candidates at intergenic regions, we employed a high-density SNP array-based approach by specifically probing intergenic regions to uncover lncRNA genes, whose expression was altered in breast tumors (Fig. 1a). To minimize the confounding effect from admixed stromal cells, we enriched the epithelial cell population and investigated their differential expression patterns between invasive ductal carcinoma (IDC) tissues and adjacent normal breast tissues (Additional file 1: Figure S1A).

**Fig. 1:**
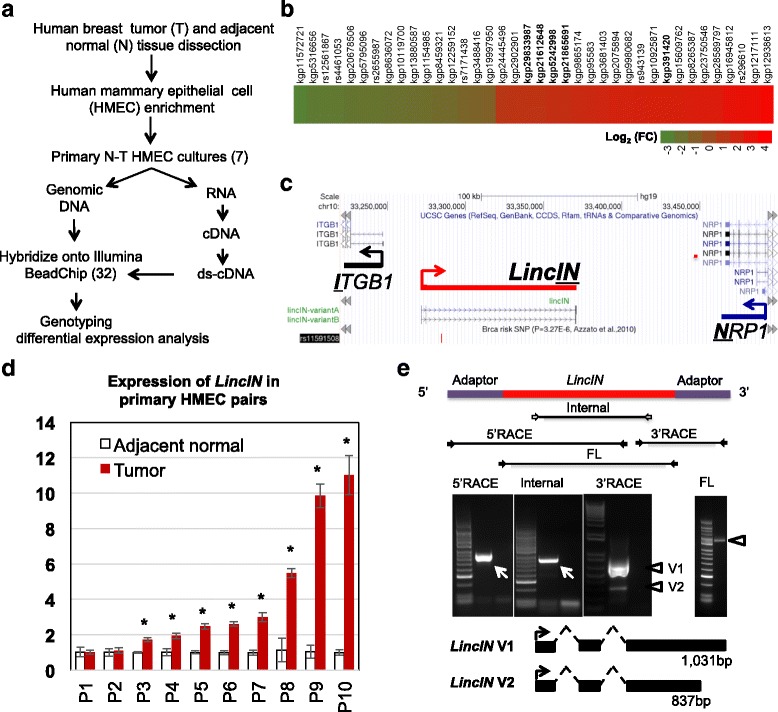
Identification and characterization of an intergenic lncRNA, *LincIN.* **a** Strategies for analyzing seven paired normal-tumor HEMC lines with high-density BeadChips (total 32 arrays) to identify differential expression in the intergenic lncRNA transcriptome. For each probe marker, the scanned raw signal intensities were processed by GenomeStudio software (Illumina, San Diego, CA, USA) to generate X and Y intensity values for allelic expression at each marker position. The total expression values for heterozygous markers were calculated using the sum of raw intensities from the X and Y channels. The total expression values for homozygous markers were assigned with either X or Y intensities based on the genotyping calls from corresponding gDNA signals. **b** The heatmap of top differentially expressed intergenic lncRNAs [FDR < 0.15, *P* < 0.005, |Log_2_ of fold change (FC)| >1]. Highlighted probes (in *bold*) were mapped to the *LincIN* locus*.* **c** The physical map and genomic organization of *LincIN* were illustrated using the annotation tracks created by the UCSC Genome Browser. **d** Validation of *LincIN* expression in ten HMEC normal-tumor pairs by RT-qPCR (^*^ *P* < 0.05, *t* test; technical replicates: n = 4). **e** Rapid amplification of cDNA ends (RACE) analysis of *LincIN* transcripts resulted in two RNA variants (V1:1031 bp and V2: 837 bp) and full length (FL) of V1 was obtained by RT-PCR

As a result, we identified 26 intergenic lncRNA transcripts that are dysregulated in tumors [*P* < 0.005, FDR < 0.15, |Log_2_ (fold change)| >1]. Among them, 14 lncRNAs (targeted by 22 SNP markers) were upregulated, and 12 lncRNAs (targeted by 16 SNP markers) were downregulated (Fig. 1b and Additional file 1: Table S2). One of the dysregulated intergenic lncRNAs, termed *LincIN* (GenBank access number: KX352723)*,* is located at Ch10p11-12 and between two coding genes, *I* *TGB1* and *N* *RP1* (Fig. 1c). Notably, data from five lncRNA exon-targeting probes (*kgp29833987, kgp21612648, kgp5242998, kgp21865691,* and *kgp391420*) showed that *LincIN* is significantly upregulated in breast tumors in comparison to the normal components (Log_2_FC = 1.3–2.3 and *P* < 0.005) (Fig. 1b and Additional file 1: Table S2). Further gene expression analysis by RT-qPCR demonstrated that *LincIN* is significantly upregulated in the majority of tumor HMEC lines in comparison to paired normal lines (8 out of 10, *P* < 0.05) (Fig. 1d).

To characterize the full-length transcript of *LincIN*, we performed 5′ and 3′ rapid amplification of cDNA ends (RACE) and identified two spliced *LincIN* RNA variants (Fig. 1e). Sequence analysis of *LincIN* transcripts revealed that *LincIN* RNA utilizes two poly(A) sites to generate a short transcript (837 bp) and a longer transcript (1031 bp) (Fig. 1e). The expression of the longer *LincIN* variant appears to be more abundant and thus is the focus of our functional analysis. In addition, cellular fractionation analysis revealed that *LincIN* is distributed in both the nucleus and the cytoplasm (Additional file 1: Figure S2). Lastly, the 3′ end of *LincIN* appears to be polyadenylated since *LincIN* is clearly detected in poly(A)- enriched RNA fractions (Additional file 1: Figure S2).

Based on a BLASTX analysis of all possible reading frames identified by the open reading frame (ORF) finder from the NCBI and ATGpr (http://atgpr.dbcls.jp/), *LincIN* lacks the potential to encode any recognizable protein domains. As described previously [19], we further examined the coding potential of *LincIN* using a bioinformatics tool, PhyloCSF, a comparative genomics method for distinguishing protein-coding and non-coding regions based on their evolutionary signatures characteristic to alignments of conserved coding regions [39]. This analysis confirmed the low coding potential of *LincIN*, which receives a maximum smoothed codon substitution frequency (CSF) value similar to other well-characterized lncRNAs (Additional file 1: Figure S3). These findings established *LincIN* as a new lncRNA, and we next investigated its role in breast cancer development.

### LincIN is overexpressed in advanced human breast tumors and is a promising breast cancer prognostic biomarker

Previously, one genome-wide association study (GWAS) identified a breast cancer survival variant, *rs11591508* (*P* = 3.27 × 10^-6^, hazard ratio = 2.41–3.29), which is located at the *LincIN* locus [40] (Fig. 1c). This finding suggested that *LincIN* may be a biomarker for breast cancer prognosis. Therefore, the expression of *LincIN* in breast tissues was evaluated initially by RNA *in situ* hybridization (RNAscope^®^) utilizing an in-house TMA, which contained a panel of breast normal (36) and tumor (103) specimens. After inspecting RNA quality with the *POLR2* and *dapB* staining, 20 samples with RNA degradation were excluded, which left the cohort with 88 tumors and 31 normal specimens including 27 tumor/normal pairs for final analysis. Figure 2a shows the representative RNAscope^®^ ISH images with different *LincIN* staining levels. Among all the specimens, *LincIN* exerts positive staining in approximately 72% of the breast tumor tissues (63 out of 88, score ranging from 1–2) while only approximately 29% of the normal tissues show positive *LincIN* expression (9 out of 31, score 1–2; *P* < 0.001) (Fig. 2b). Furthermore, *LincIN* levels are significantly higher in tumors comparing to those in matched adjacent normal tissues (*P* < 0.001) by Wilcoxon test (Fig. 2c). To further examine the potential value of *LincIN* as a breast cancer prognostic biomarker, we used a larger breast cohort retrieved from the TCGA Data Portal. After initial exclusions for replication and probe values of zero, there were expression data for 752 tumor specimens and 98 normal specimens. Among them, 88 normal samples were collected from matched breast tumor. Consistently, quantification of *LincIN* levels demonstrated significantly higher expression levels of *LincIN* in tumors versus matched adjacent normal tissues (*n* = 88) (4.28 vs.1.96, *P* = 0.018) (Fig. 2d). Notably, the levels of *LincIN* in breast tumors increase significantly with the pathologic stages defined by the American Joint Committee on Cancer (AJCC) or the tumor size (Table 1). For overall survival analysis, patients with follow-up days = 0 and pathologic tumor stage stated as “not available” were excluded, and 738 patients were included in the final survival analyses. Because of the skewed distribution of *LincIN*, we used categories based on *LincIN* levels rather than percentiles, with < =1, >1–5, >5–10, and >10–83 as the initial groups. Based on similarities in survival in the higher *LincIN* groups, the upper categories were combined into *LincIN* > 1. The survival analysis showed that patients expressing high levels of *LincIN* (>1.0) have worse survival outcomes (*P* = 0.044 and *P* = 0.011 after adjust for age) (Fig. 2e).

**Fig. 2:**
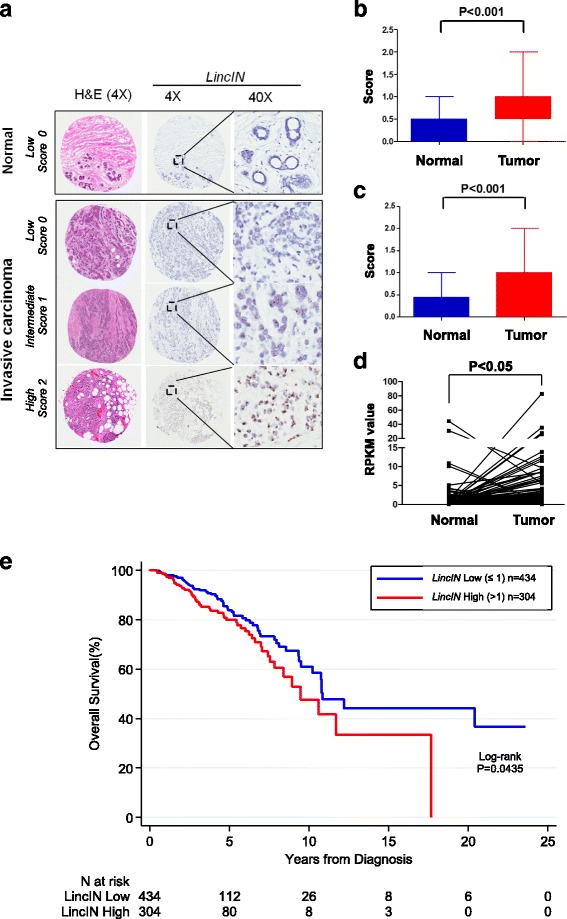
Expression of *LincIN* in clinical samples. **a** *LincIN* expression was evaluated by RNAcope^®^ ISH analysis on FFPE tissue microarrays (TMA) containing normal breast tissue and invasive breast carcinoma. To exclude low-quality tissue specimens due to potential RNA degradation, we simultaneously performed RNAScope^®^ ISH experiments in positive (*POLR2) and* negative *(dapB)* controls in serial TMA sections. **b** Analysis of RNA-ISH scores in 88 tumor and 31 normal samples using the two-sample Wilcoxon test. **c** Analysis of RNA ISH scores in 27 tumor and normal paired samples using the two-sample Wilcoxon test. **d** *LincIN* RNAseq expression data (RPKM value) for 88 normal-tumor pairs were retrieved from TCGA. The Wilcoxon signed-rank test was used for the comparison of matched pairs. **e** Overall survival (OS) from initial pathologic diagnosis was estimated using Kaplan-Meier methods, based on vital status and “days to death” or “days to last follow-up”. Individuals who were still alive at the time of last the follow-up were censored

**Table 1:** TCGA, Comparison of *LincIN* expression values by pathologic stages

	N	Median (1st, 3rd quartiles)	Mean (Std Dev)	*P*-value*
Pathologic stage (AJCC)				*0.021*
I (incl stage I, IA, IB)	125	0.39 (0.22, 1.76)	2.06 (4.83)	
II (incl stage II, IIA, IIB)	432	0.54 (0.25, 3.75)	3.85 (8.34)	
III (incl stage III, IIIA, IIIB, IIIC)	165	0.68 (0.23, 5.09)	3.92 (6.32)	
IV (incl stage IV)	14	1.44 (0.28, 4.15)	4.33 (7.56)	
Pathologic stage (tumor size)				*0.0038*
T1, <2 cm (incl T1,T1a,T1b,T1c)	199	0.40 (0.22, 3.36)	2.95 (6.85)	
T2, 2-5 cm (incl T2, T2b)	443	0.54 (0.25, 4.04)	3.63 (7.10)	
T3, >5 cm (incl T3)	80	0.47 (0.21, 2.41)	3.76 (9.65)	
T4 (incl T4,T4b,T4d)	28	2.04 (0.63, 9.64)	6.02 (7.48)	

TCGA The Cancer Genome Atlas, *AJCC*: American Joint Committee on Cancer

^*^ *P* value is from Kruskal-Wallis test to compare *LincIN* distributions within pathologic stages defined by AJCC or tumor size. This nonparametric test was used instead of one-way ANOVA due to the skewed distribution of the *LincIN* expression values. The samples with pathologic information stated as ‘not available' were excluded from data analysis

### Role of LincIN in breast cancer cell invasion and metastasis

As *LincIN* is frequently overexpressed in advanced breast tumors, we sought to explore the functional roles of *LincIN* in breast cancer progression-metastasis. Examining *LincIN* expression levels in a panel of 12 breast cell lines showed that *LincIN* is overexpressed up to 40-fold in highly metastatic MDA-MB-231 cells (ER-/PR-/HER2-), versus immortalized but non-transformed MCF10A cells (*P* < 0.001) (Additional file 1: Figure S4). We next evaluated the impact of *LincIN* loss on cell migration and invasion in MDA-MB-231 cells. Suppression of *LincIN* by RNA interference (RNAi) leads to an approximately 40–50% reduction of cell invasion compared to the control group (*P* < 0.05) (Fig. 3a). This inhibitory effect is even more profound in HCC1937 cells (high expression of *LincIN,* ER-/PR-/HER2-), where about 50–80% reduction is observed as the result of silencing *LincIN* (*P* < 0.01) (Fig. 3b). Knockdown of *LincIN* in MDA-MB-231 cells also significantly decreases cell migration about approximately 30% compared to those transfected with vector in the wound closure assay (Additional file 1: Figure S5A). In contrast, overexpression of *LincIN* in MCF10ADCIS cells (non-invasive breast cancer cells and low expression of *LincIN*) tended to accelerate cell migration (*P* < 0.05) (Additional file 1: Figure S5B). We also examined the role of *LincIN* in cell proliferation. As shown in Additional file 1: Figure S5C, overexpression of *LincIN* in MCF-10A and MCF10ADCIS cells increases cell proliferation moderately (*P* < 0.05). However, downregulation of *LincIN* in MDA-MB-231-luc cells has no significant effects on cell proliferation. Taken together, these data suggest that *LincIN* plays a role in breast tumor cell migration and invasion in vitro*,* while the effects of *LincIN* on cell proliferation may be cell type-specific*.*

**Fig. 3:**
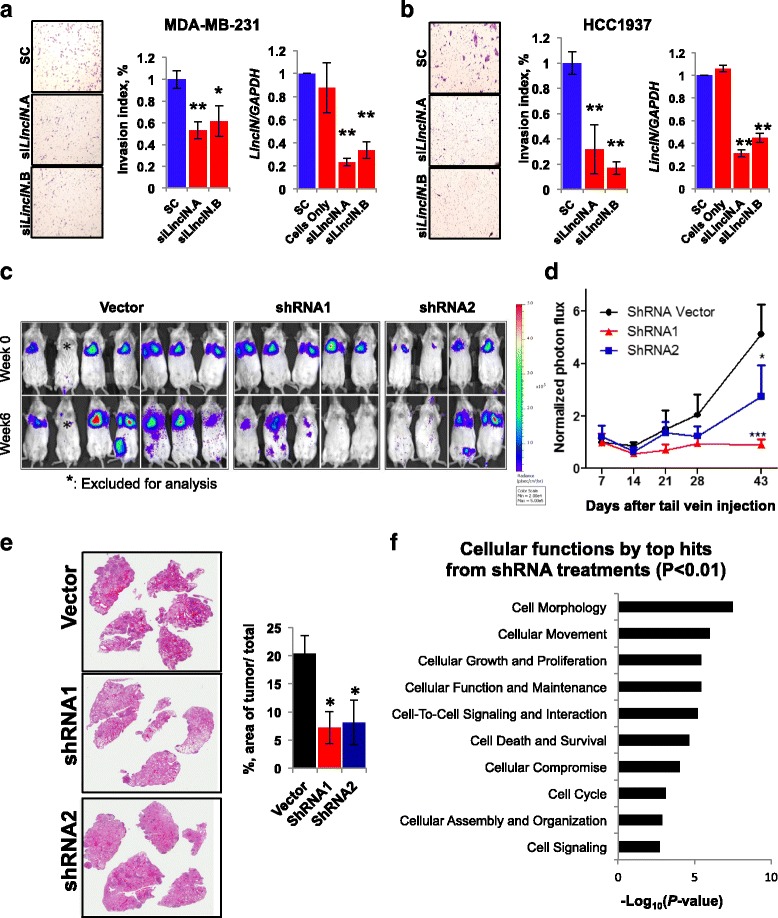
*LincIN* mediates breast cancer cell invasion and metastasis in vitro and in vivo. **a** Inhibitory effects of *LincIN* knockdown on MDA-MB-231 cell invasion. *Left* and *middle* panels: MDA-MB-231 cells were transfected with scrambled control (SC), *siLincIN*.A or *siLincIN*.B for 24 hours and seeded on Boyden chambers for in vitro invasion assays. Cell invasion capacity in si*LincIN*.A-, or si*LincIN*.B-treated MDA-MB-231 cells was compared to the SC group. *Right* panel: the RT-qPCR analysis of *LincIN* knockdown using dicer substrate si*LincIN*.A or si*LincIN*.B) versus SC or untreated cells. **b** Inhibitory effects of *LincIN* knockdown on HCC1937 cell invasion. **c** Bioluminescent imaging of mice harboring lung metastases after tail vein injection of MDA-MB-231luc cells stably expressing *LincIN* shRNAs or empty vector at week 0 and 6. **d** Bioluminescent quantification plot of lung metastasis by MDA-MB-231luc cells expressing shRNAs or control (empty vector) at day 7, 14, 21, 28, and 43. Data were combined from two independent experiments. **e** *Right* panel: representative whole slide imaging (×0.6) of dissected lung tissues from the tail vein injection mice carrying MDA-MB-231luc cells stably expressing *LincIN* shRNAs or empty vector [stained with hematoxylin and eosin (H&E), *left*]. *Left* panel: quantification of lung metastasis was performed using tumor area recorded per lung section against corresponding total lung section area (three mice per group). Data was analyzed using one-way ANOVA and the Dunnett’s test to account for multiple post hoc comparisons (^***^ *P* < 0.005, ^**^ *P* < 0.01, and ^*^ *P* < 0.05; images were taken at ×100). **f** Top cellular functions targeted by *LincIN* knockdown by shRNAs (*P* < 0.01)

Next, we injected MDA-MB-231luc cells via the tail vein into severely combined immunodeficiency (SCID) mice to test a possible role of *LincIN* in cancer cell metastasis. Strikingly, we found that knockdown of *LincIN* significantly decreases lung metastases compared to those in the vector control, as evaluated by bioluminescent signals (*P* < 0.005–0.05) (Fig. 3c and d). Furthermore, quantification of scanned images of whole lung tissues showed a significant decrease (approximately 60%) in the metastatic area in mice receiving shRNA-treated cells as compared to those of the vector control (*P* < 0.05) (Fig. 3e). In addition, we observed variations of the inhibitory effects on lung metastasis between shRNA1 and shRNA2 treatments. To exclude potential off-target effects, we performed transcriptome analysis in MDA-MB-231 cells treated with vector control, shRNA1 or shRNA2 in duplicate. As a result, we found 173 and 321 differentially expressed genes for shRNA1 and shRNA2 treatments, respectively, in comparison to the vector control (*P* < 0.001, Additional file 1: Table S3). Among them, 122 genes are overlapped (Additional file 1: Figure S6A), and the values of Log2 (FC) of overlapping “hits” are significantly correlated between the two shRNA groups (R2 = 0.9596, *P* < 0.0001 by Spearman’s rho test, Additional file 1: Figure S6B). Furthermore, biological process analysis of differentially expressed genes by Ingenuity Pathway Analysis (IPA) showed that over 97% of the identified pathways are overlapped (74 out of 75 or 76) for shRNA1 or shRNA2 treatments, respectively (*P* < 0.01, Additional file 1: Figure S6C and Additional file 1: Table S4). These results suggest that the variations from different shRNA effects are not accounted for by off-target effects. 

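The arrays were made from MDA-MB-231-Luc-D3H1, a luciferase-expressing derivative of MDA-MB-231, which is a triple-negative human breast cancer line. Stable cells with the empty GFP vector, with shRNA1 or with shRNA2 against LincIN gave 2 arrays each, 6 arrays in all. The labels of the series state that the RNA of these cells came from 2 separate experiments. For each array, 250 ng of total RNA was used, and each probe set of the Human Gene 2.0 ST array from Affymetrix measures the RNA of 1 gene or gene segment. For the transient knockdown, the paper's Table S1 gives 75.8% for shRNA1 and 68.6% for shRNA2. The authors' values are on the log2 scale after RMA, which corrects the background, normalizes the probes across arrays by quantiles and summarises them per probe set. The 6 arrays hold 53617 values each, between 1.79 and 14.83 in all, and their medians lie between 6.12 and 6.30. The values come with no detection call, so a low value could not be told from background, and the number of arrays limits the precision. Of the 53617 probe sets, the probe annotation used here pairs 16098 with exactly 1 gene symbol, 0 with several, and does not list the other 37519, which remain unnamed here. The 16098 named probe sets stand for 14884 genes, among them 11916 of the 20056 protein-coding genes of the RefSeq table. LincIN and its neighbour ITGB1, as well as CDKN1A and ILF2, had no named probe set and were not analysed here. The knockdown itself could therefore not be checked on these arrays, and the group names rest on the labels. The values were used as the authors give them. The 3 groups were fitted together in limma, which leaves 3 residual degrees of freedom, and p-values were adjusted by Benjamini-Hochberg over the 16098 probe sets. With 2 arrays per group, a t-test per probe set has little power. The counts move with the estimate of the spread, the probe sets tested, a block for the replicate number, and single arrays. Fold changes are shRNA over vector, so a negative log2 value means a lower signal in the shRNA cells.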

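MMP1, the interstitial collagenase that cleaves fibrillar collagen, had a log2 signal of 9.83 ± 1.05 in vector cells, 5.09 ± 0.13 with shRNA1 and 5.12 ± 0.03 with shRNA2 (mean and SD, n = 2 arrays each). Its log2 fold change was -4.74 with shRNA1 and -4.72 with shRNA2 (standard error 0.42 for both), at adjusted p = 0.0039 and 0.00457 from limma. The direction of these values, and of those that follow, opposes that of Table S3. SLAMF7, a surface receptor of the signalling lymphocyte activation family, had log2 fold changes of -4.36 and -3.70 (standard error 0.14), with adjusted p = 1.26e-04 and 4.07e-04. OLR1, a receptor for oxidized low-density lipoprotein, changed by -3.72 and -3.70 on that scale. TMEM156, a transmembrane protein, changed by -3.73 and -2.82, and FGF5, a fibroblast growth factor, changed by -3.47 and -3.00. The signal rose with both shRNAs for VCAM1, an adhesion molecule of the immunoglobulin family, by 1.95 with shRNA1 and 3.41 with shRNA2 (standard error 0.21 for both, adjusted p = 0.00604 and 0.00177). It also rose for the kinase gene CDK15 (2.33 and 2.99) and for APCDD1L (2.46 and 1.74). The same holds for its divergent transcript APCDD1L-DT (2.35 and 1.85) and for the long noncoding RNA LINC01085 (2.11 and 1.79). SOST, which encodes the Wnt antagonist sclerostin, rose by 1.15 with shRNA1 (adjusted p = 0.0454) and by 2.80 with shRNA2 (adjusted p = 0.00351). At an adjusted p under 0.05, 80 of the 16098 probe sets were higher and 221 lower with shRNA1, 301 in all. With shRNA2, 172 were higher and 242 lower, 414 in all. Across probe sets, the difference between replicates had an SD of 0.231 with shRNA2, 0.397 in vector cells and 0.395 with shRNA1. The joint fit pools these unequal spreads, and a fit of only the 4 arrays compared gave totals of 111 with shRNA1 and 392 with shRNA2. With the replicate number as a block, the totals were 535 and 1180. The block assumes that equal numbers pair the arrays. Replicate differences correlated at 0.626 between vector and shRNA1, but at 0.145 between vector and shRNA2. The block values of shRNA2 here and below therefore rest on a pairing with little ground. At an unadjusted p under 0.001, the paper's threshold, 84 were higher and 224 lower with shRNA1. For shRNA2, 144 were higher and 209 lower, with 638 in all under the block. When 1 array was left out, the lone array of its group was assumed to vary like the other groups. Leaving out either array of the group not compared gives the fit of only the 4 arrays compared. The 6 fits are therefore not 6 separate checks of a comparison. The adjusted count for shRNA1 was then 135 or 138 without vector replicate 1 or 2, 134 or 112 without shRNA1 replicate 1 or 2, and 111 without either shRNA2 array. That for shRNA2 was 139 or 150 without vector replicate 1 or 2, and 7 or 6 without shRNA2 replicate 1 or 2. At p under 0.001, shRNA1 had 197 or 205 without vector replicate 1 or 2, 200 without shRNA1 replicate 2 and 167 without either shRNA2 array. The comparison of shRNA2 had 227 or 222 without vector replicate 1 or 2 and 116 or 118 without shRNA2 replicate 1 or 2. SLAMF7, OLR1, TMEM156 and VCAM1 stayed past the threshold with both shRNAs in each of these 6 fits. Without shRNA2 replicate 1 or 2, the shRNA2 calls of MMP1, FGF5, CDK15, SOST, LINC01085, APCDD1L-DT and APCDD1L ended, with adjusted p up to 0.0842 for MMP1 and up to 0.118 for APCDD1L. With shRNA1, CDK15 had an adjusted p of 0.0513 without shRNA1 replicate 1, and SOST lost its call without any 1 of the 6 arrays, with values up to 0.188.

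**Figure D1:**
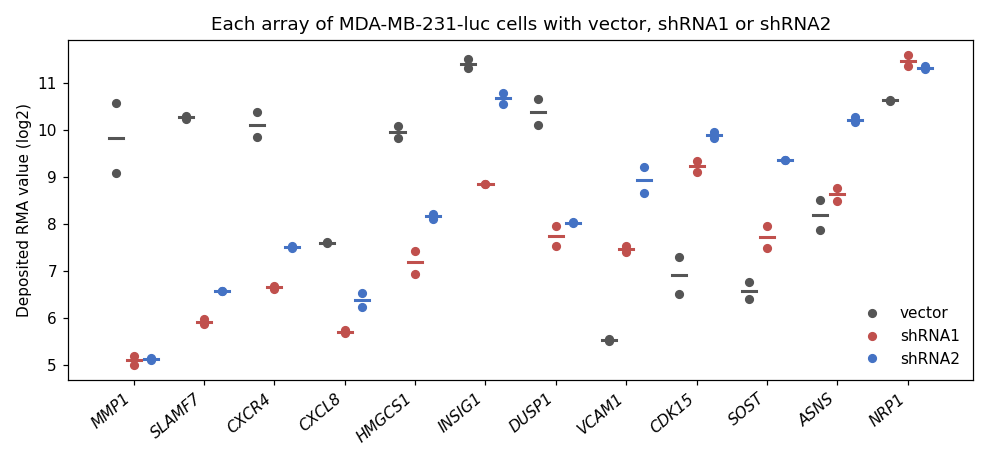
Log2 signal (vertical axis) of 12 genes on each array of vector, shRNA1 and shRNA2 cells. Each point is 1 array and each bar marks the mean of the 2 arrays of a group; MMP1 lies at a mean of 9.83 in vector cells and near 5.1 with either shRNA.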

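UGT8, which makes galactosylceramide, had log2 fold changes of -3.43 and -3.34 (standard error 0.33), and MYCT1 -3.29 and -3.68 (0.21), with shRNA1 and shRNA2 respectively. On the same scale, the zinc finger gene ZNF804A had -2.72 and -3.00 (0.26), and the kinase gene NRK -2.79 and -3.07 (0.33). CHRDL1, an antagonist of bone morphogenetic proteins, was at -2.25 and -2.19 (0.18), and ESAM, an adhesion molecule of endothelial cells and platelets, at -2.80 and -2.96 (0.28). Among the genes that rose, KRTAP21-3, a keratin-associated protein gene, was at 2.07 and 1.91 (0.15), GRAMD1B, a sterol transfer protein gene, at 2.06 and 1.97 (0.22), and PDE7B, a cAMP phosphodiesterase gene, at 2.03 and 1.71 (0.20). Each of these 9 genes passed an adjusted p under 0.05 with both shRNAs in limma, at 0.00129 to 0.00918. Of the probe sets past an unadjusted p under 0.001, 171 were shared, which is 55.5% of those of shRNA1 and 48.4% of those of shRNA2. All 171 moved the same way, 43 higher and 128 lower with both. Independent lists of these sizes would share 0.751 higher and 2.91 lower probe sets, and 100 simulations of unchanged groups with a shared vector group shared 2.57 on average and at most 8. The simulated groups hold no change, so few probe sets pass in them. In the simulation that tested the calls, 22 and 17 unchanged probe sets had p under 0.001 in limma, against 308 and 353 observed. The 100 simulations therefore cannot show how much the shared vector arrays add to lists of the observed sizes. Over the 171 shared probe sets, the log2 fold changes of the shRNAs had R2 = 0.937 and a Spearman rank correlation of 0.90. The lower and the higher genes form separate clusters, and within them r was 0.874 and 0.643. Over all 16098 probe sets, r was 0.603, against 0.502 (0.465 to 0.533) in the simulations. The covariance was 0.0876, against 0.0314 on average in these simulations, a difference of 0.0562. From the spread of the 2 vector arrays themselves, a covariance of 0.0394 was expected, a difference of 0.0482. These correlations run across probe sets, which are not independent replicates, and the 171 were selected for passing with both shRNAs, and part of the overlap may come from the vector arrays that both comparisons share. The simulated arrays were drawn independently, so the simulations leave out any pairing by replicate number. They also give each probe set the same spread in all groups, though vector replicates differed more than those of shRNA2. With shRNA1 set against vector replicate 1 and shRNA2 against vector replicate 2, R2 was 0.895 over the shared probe sets and r was 0.333 over all of them. With the vector arrays exchanged these were 0.897 and 0.195. Without shRNA2 replicate 1 or 2, 83 or 81 probe sets were shared. The shRNA2 calls of these genes other than MYCT1 then ended, with adjusted p from 0.0821 for UGT8 to 0.134 for PDE7B as the highest per gene. NRK with shRNA1 had an adjusted p of 0.0693 without shRNA1 replicate 2.

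**Figure D2:**
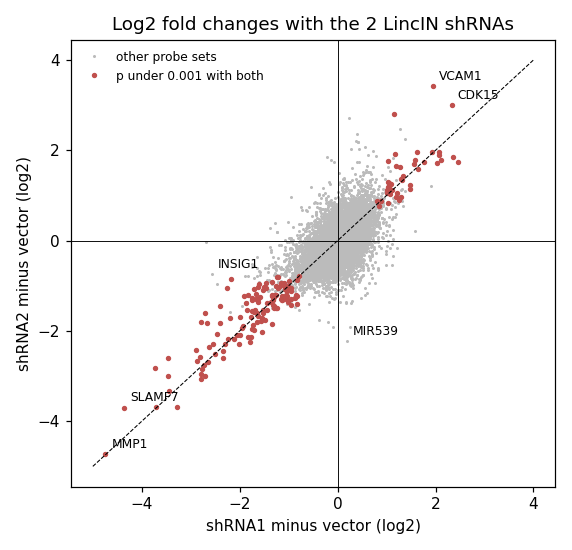
Log2 fold change against vector with shRNA1 (horizontal axis) and with shRNA2 (vertical axis), 1 point per named probe set. Red points are the 171 probe sets past an unadjusted p under 0.001 with both shRNAs, and the dashed line marks equal change, with 128 red points at the lower left and 43 at the upper right.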

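Of 17 measured genes of cholesterol synthesis and uptake, 10 fell and 0 rose with shRNA1. With shRNA2, 4 fell and 0 rose (14 and 11 lower when adjusted over the list alone). HMGCS1, an enzyme early in the mevalonate pathway, had log2 fold changes of -2.78 and -1.80 with shRNA1 and shRNA2 (standard error 0.20). SQLE, squalene epoxidase, had -1.71 and -1.08, and DHCR7, which makes cholesterol from its last precursor, -1.75 and -1.27. INSIG1, which holds the SREBP regulators of this pathway back, fell by 2.57 with shRNA1 (adjusted p = 0.00129), and its value of -0.74 with shRNA2 had an adjusted p of 0.0624 (0.0264 with the replicate number as a block). The list was lower than other genes by camera at adjusted p = 1.44e-19 and 2.42e-07 with the preset correlation, and at adjusted p = 0.0552 and 0.157 with an estimated correlation. Of its members, 9 are in Table S3, which had been read when the lists were written. The list is therefore not independent evidence of a change or of its direction, which also holds for the lists below with members there. Of 18 genes of fatty acid synthesis (2 in Table S3), 3 fell with shRNA1 and 5 with shRNA2 (7 and 6 over the list alone). The list was lower at adjusted p = 1.75e-06 and 0.0415, or 0.170 and 0.460 with an estimated correlation. SCD, the stearoyl-CoA desaturase, fell by 1.65 with shRNA1 and was at -0.36 with shRNA2 (adjusted p = 0.332). LPIN1, a phosphatidate phosphatase, was at -1.46 and -0.94, and the desaturase gene FADS2 at -1.22 and -1.05. FASN, fatty acid synthase, was at -0.98 with shRNA1 (adjusted p = 0.0566, and 0.0275 with the block) and -1.03 with shRNA2 (0.0425). Of 22 immediate early genes and feedback genes of ERK signalling (4 in Table S3), 3 fell and 1 rose with shRNA1, and 3 fell with shRNA2 (8 lower and 2 higher, and 5 lower, over the list alone). DUSP1, a phosphatase of MAP kinases, was at -2.63 and -2.35, and DUSP5 at -2.27 and -1.04. DUSP6 was at -1.43 with shRNA1 and -0.70 with shRNA2 (adjusted p = 0.0276 and 0.156, the latter 0.0377 with the block). KLF10, a zinc finger gene, rose by 0.94 with shRNA1. The list was lower at adjusted p = 5.46e-06 and 0.00246, or 0.199 and 0.437 with an estimated correlation. Of 23 genes of the G2 and M phases, 0 passed the test with shRNA1 and 1 rose with shRNA2, the spindle checkpoint kinase gene TTK by 0.79 (0 and 6 higher over the list alone). Their medians were 0.39 and 0.41, and the list was higher at adjusted p = 2.3e-05 and 9.12e-06, or 0.158 and 0.157 with an estimated correlation. Of 23 S phase genes, 0 and 1 rose (1 and 2 over the list alone). The 1 was MCM7, of the replicative helicase, at 0.75, against 0.73 with shRNA1 (adjusted p = 0.0624, and 0.0398 with the block). Their medians were 0.22 and 0.23 (adjusted p = 0.0476 and 0.0424, or 0.478 and 0.484 with an estimated correlation). In all, 11 of 27 lists passed the test with shRNA1 and 9 with shRNA2, and 7 passed with both, 6 of them in the same direction. With an estimated correlation, 0 passed with either shRNA by camera (7 and 3 at an unadjusted p under 0.05), and 10 and 12 passed by fry, which compares a list with no other genes. With shRNA2, the call of fatty acid synthesis ended without vector replicate 1 (0.199), either shRNA1 array (0.0613) or shRNA2 replicate 2 (0.102). That of the immediate early genes ended without vector replicate 2 (0.135), and that of S phase without vector replicate 1 (0.349) or shRNA2 replicate 2 (0.188), with dim probe sets left out (0.0782) and with quantile normalization (0.0532). The S phase call with shRNA1 ended without vector replicate 1, shRNA1 replicate 2 or either shRNA2 array (0.45, 0.664 and 0.0533). Without shRNA2 replicate 1 or 2, the shRNA2 calls of the genes named here ended, with values up to 0.131 for HMGCS1, 0.100 for DUSP1, 0.243 for DUSP5, 0.305 for SQLE, 0.273 for DHCR7, 0.308 for LPIN1, 0.249 for FADS2, 0.359 for FASN, 0.350 for TTK and 0.386 for MCM7. All but HMGCS1 and DUSP1 also lost them without either vector array, FASN and MCM7 without either shRNA1 array too. With shRNA1, DHCR7 lost its call without vector replicate 1 (0.0548). DUSP6 lost it in 5 of the 6 fits (up to 0.128, and not without vector replicate 1), and FADS2 and KLF10 in all 6 (up to 0.0748 and 0.136).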

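The shRNAs were also set directly against each other. MIR539, a microRNA gene of an imprinted cluster, had a log2 signal of 7.69 in vector cells, 7.87 with shRNA1 and 5.46 with shRNA2. Its difference between shRNA2 and shRNA1 of -2.41 (standard error 0.17, adjusted p = 0.0324 from limma) was the only one of the 16098 past an adjusted p under 0.05. The long noncoding RNA LINC01088 was at 0.23 with shRNA1 and 2.71 with shRNA2, the ion channel gene CNGA1 at 0.40 and 2.36, and the formyl peptide receptor gene FPR1 at 0.38 and 2.21. All 3 rose with shRNA2 alone, and they differed between the shRNAs by 2.47, 1.97 and 1.83 (adjusted p = 0.0701, 0.0515 and 0.0795, and 0.0118, 0.011 and 0.0116 with the replicate number as a block). Of 18 genes of the ATF4 amino acid response (3 in Table S3), 0 differed by this test (8 higher with shRNA2 over the list alone). The list was higher with shRNA2 at adjusted p = 9.79e-09, or 0.119 with an estimated correlation. With shRNA2 against vector, 5 of them rose and 0 fell (5 and 1 over the list alone, list adjusted p = 0.0375, or 0.367 with an estimated correlation). Among them, ASNS, asparagine synthetase, rose by 2.04, PHGDH, which opens serine synthesis, by 1.64, and CTH, which makes cysteine, by 1.18. With shRNA1, 1 fell and 0 rose (2 lower over the list alone, list adjusted p = 0.00653, or 0.170 with an estimated correlation and 0.137 with dim probe sets left out), TRIB3, a pseudokinase gene, at -1.26 (-0.78 with shRNA2, adjusted p = 0.121, and 0.0317 with the block). ASNS, PHGDH and CTH were at 0.44, 0.71 and -0.54 with shRNA1 and did not pass. They differed between the shRNAs by 1.60, 0.92 and 1.72 (adjusted p = 0.0701, 0.139 and 0.0515, and 0.0116, 0.0309 and 0.011 with the block). The cholesterol list was less low with shRNA2, by a median of 0.50 (adjusted p = 1.88e-07, or 0.119 with an estimated correlation). INSIG1 differed by 1.83 (adjusted p = 0.0515, and 0.00779 with the block). Of 13 hypoxia genes (1 in Table S3), 3 fell with shRNA1 and 1 with shRNA2 (3 lower, and 3 lower and 3 higher, over the list alone). The hexokinase gene HK2 was at -1.26 and -1.01. ADM, adrenomedullin, was at -1.46 and EPAS1, a hypoxia-inducible factor gene, at -1.28 with shRNA1, against -0.91 and -1.04 with shRNA2 (adjusted p = 0.105 and 0.0556, and 0.0121 and 0.0116 with the block). This list was lower with shRNA1 (adjusted p = 2.38e-04, or 0.158 with an estimated correlation). It did not pass with shRNA2 (0.573, where the mean was -0.02 but the median, 0.08, and the test were above 0). It differed between the shRNAs by a median of 0.41 (1.53e-05, or 0.134 with an estimated correlation). Of 24 interferon-stimulated genes (1 in Table S3), DDX60 rose by 0.88 with shRNA1, and XAF1 rose by 0.80 and OASL fell by 0.85 with shRNA2 (2 higher, and 1 higher and 5 lower, over the list alone). Against vector the list did not pass (adjusted p = 0.570 and 0.0692, the latter 0.0483 with the block), with a median of -0.03 but a mean and test above 0 for shRNA1. It was lower with shRNA2 than with shRNA1 (median -0.29, adjusted p = 0.00844, or 0.230 with an estimated correlation). Of 23 snoRNAs (1 in Table S3), 2 rose with shRNA2 (3 over the list alone), SCARNA4 by 2.08 and SCARNA18 by 0.84, and 0 passed with shRNA1. The list was higher with shRNA2 than vector (median 0.84, adjusted p = 1.51e-05, or 0.484 with an estimated correlation) and than shRNA1 (0.53, 0.0012, or 0.561 with an estimated correlation). Between the shRNAs its median was 1.13 within replicate 1 and -0.06 within replicate 2, with arrays paired by number, a pairing with little ground. It was at 0.42 with shRNA1 (0.0676, and 0.00787 with the block). Of 4 other small structured RNAs (2 in Table S3), the vault RNAs VTRNA2-1, VTRNA1-1 and VTRNA1-2 rose by 2.46, 1.79 and 1.73 with shRNA2. With shRNA1, 0 passed (4 and 2 over the list alone), and VTRNA2-1 was at 1.28 (adjusted p = 0.191, and 0.00954 with the block). This list was higher with shRNA2 at adjusted p = 1.75e-05 against vector and 4.88e-04 against shRNA1, or 0.157 and 0.186 with an estimated correlation. It did not pass with shRNA1 (0.0829, and 0.0451 with the block). Of 1098 microRNA genes (17 in Table S3), 10 rose and 19 fell with shRNA2 (the same numbers over the list alone), with MIR376A2 and MIR1302-7 at -1.91 and MIR550A1 at -1.81. With shRNA1, 0 rose and 4 fell (2 lower over the list alone). This list was lower with shRNA2 than with shRNA1 (median -0.18, adjusted p = 0.00597, or 0.405 with an estimated correlation) and did not pass against vector (0.0829 and 0.261). Against vector its median was 0.11 with shRNA1 and -0.10 with shRNA2. With dim probe sets left out it passed in opposite directions, higher with shRNA1 (5.14e-05) and lower with shRNA2 (0.0212). With quantile normalization it passed as lower with shRNA2 (0.0439). Between the shRNAs, 2507 probe sets had an unadjusted p under 0.05 in limma and 165 one under 0.001, 82 higher and 83 lower with shRNA2. With the block, 370 had an adjusted p under 0.05. When any 1 of the 6 arrays was left out, 0 had an adjusted p under 0.05 in limma (1118 to 3218 at an unadjusted p under 0.05), so that MIR539 lost its call. By the methods' t-test, 2 passed. The snoRNA difference ended without shRNA1 replicate 1 (0.792), and the snoRNA call of shRNA2 against vector without vector replicate 1 (0.168). Without shRNA1 replicate 2 the interferon difference ended (0.149), and without vector replicate 1 or 2 the ATF4 call with shRNA2 (0.0506 or 0.0556). The snoRNA list with shRNA1 passed with quantile normalization (0.0340) and without vector replicate 2 (3.41e-07) or shRNA1 replicate 1 (1.37e-06). The microRNA list with shRNA1 passed without vector replicate 1 (0.0346), and the other small RNAs without vector replicate 1 (0.0213) or shRNA1 replicate 1 (0.0309). The interferon list with shRNA2 passed without either shRNA1 array (0.0462) or shRNA2 replicate 1 (0.0464). With shRNA2, the genes named here lost their calls against vector without either shRNA2 array, with values from 0.0739 for MIR539 to 0.395 for OASL as the highest per gene. Calls also ended without either vector array for PHGDH, CTH, HK2, SCARNA4, SCARNA18, VTRNA1-2, XAF1, MIR1302-7 and OASL, and without vector replicate 1 for LINC01088 and FPR1. They ended without vector replicate 2 for VTRNA2-1, VTRNA1-1 and MIR376A2, and without either shRNA1 array for OASL and VTRNA1-1. With shRNA1, ADM, DDX60 and TRIB3 lost theirs without any 1 of the 6 arrays, EPAS1 without any 1 but shRNA1 replicate 1 and HK2 without any 1 but vector replicate 1 (up to 0.149, 0.134, 0.161, 0.153 and 0.0746).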

Notably, the very top cellular functions targeted by both shRNAs was cellular movement (P < 1.05 × 10^-6^ approximately 5.27 × 10^-3^), providing molecular insight for the role of *LincIN* in tumor cell invasion through the regulation of gene transcription (Fig. 3f). Collectively, our results suggest that *LincIN* is involved in breast cancer cell invasion in vivo and knockdown of *LincIN* in breast cancer cells may effectively inhibit the metastatic processes.

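CXCR4, the receptor of the chemokine CXCL12, had a log2 signal of 10.12 ± 0.38 in vector cells, 6.65 ± 0.06 with shRNA1 and 7.51 ± 0.03 with shRNA2 (mean and SD, n = 2 arrays each). Its log2 fold changes were -3.47 and -2.61 (standard error 0.20, adjusted p = 0.00129 and 0.00351 from limma). CXCL8, the chemokine interleukin-8, was at -1.90 and -1.23, and ACKR3, a second receptor of CXCL12, rose by 0.85 and 0.77. Of 18 matrix proteases and inhibitors (5 in Table S3), 3 fell and 1 rose with shRNA1, and 2 fell and 1 rose with shRNA2 (3 lower and 2 higher, and 3 lower and 1 higher, over the list alone). The list did not pass (0.211 and 0.747). Beside MMP1, the collagenase MMP8 was at -2.87 and -2.67 and the membrane protease gene MMP16 at 1.29 and 1.36. ADAM17, which sheds surface proteins, fell by 1.28 with shRNA1 and was at -0.61 with shRNA2 (adjusted p = 0.0797, and 0.0469 with the replicate number as a block). Of 23 chemokines and receptors (2 in Table S3), 2 fell and 1 rose with either shRNA (2 lower and 2 higher, and 2 lower and 1 higher, over the list alone). The list did not pass (adjusted p = 0.588 and 0.637), with means below 0 (-0.01 and -0.07) but medians and tests above 0. Of 18 guidance and matrix signal genes (5 in Table S3), 2 fell and 1 rose with shRNA1, and 2 fell with shRNA2 (3 lower and 1 higher, and 3 lower and 2 higher, over the list alone). It did not pass (0.239 and 0.506), with a median of 0.01 but a mean and test below 0 for shRNA1. Among them, NTN4, the laminin-like netrin-4, was at -2.50 and -2.52 and RELN, reelin, at -1.48 and -1.76. NRP1, a coreceptor of semaphorins and VEGF and a gene near LincIN, rose by 0.85 with shRNA1 (standard error 0.15, adjusted p = 0.0453) and was at 0.70 with shRNA2 (0.0673, and 0.0304 with the block). Of the 20 integrin genes listed, 0 had a named probe set, and they were not analysed here. Of 27 epithelial markers (6 in Table S3), 5 fell with shRNA1 and 4 with shRNA2, and 0 rose (8 lower with either over the list alone). The list was lower by camera at adjusted p = 8.01e-06 and 0.0362, or 0.158 and 0.367 with an estimated correlation. The desmosomal cadherin gene DSC2 was at -2.65 and -2.68, the tight junction gene CLDN1 at -2.34 and -2.45, and the surface glycoprotein gene CD24 at -1.72 and -1.87. PKP2, plakophilin 2, fell by 1.66 with shRNA1 and was at -0.79 with shRNA2 (adjusted p = 0.0511, and 0.0211 with the block). Of 13 mesenchymal markers (3 in Table S3), 1 fell with either shRNA (2 lower and 2 higher, and 1 lower and 1 higher, over the list alone), the collagen-crosslinking enzyme gene LOXL2 at -0.95 and -1.13. The list did not pass (0.851 and 0.156). Leaving out shRNA2 replicate 1 or 2 ended the shRNA2 calls of the genes named here other than DSC2 (NTN4 without replicate 2 only), with values from 0.0735 for NTN4 to 0.355 for ACKR3 as the highest per gene. With shRNA2, CXCL8 and LOXL2 also lost theirs without either vector array, MMP8 without vector replicate 1, MMP16 without vector replicate 2 and ACKR3 without any 1 array. With shRNA1, the calls of ACKR3, LOXL2 and NRP1 ended without any 1 of the 6 arrays (up to 0.146, 0.111 and 0.176). That of MMP8 ended without shRNA1 replicate 2 or either shRNA2 array (up to 0.0642). The call of MMP16 ended without vector replicate 2, shRNA1 replicate 2 or either shRNA2 array (0.0856), and that of RELN without vector replicate 1, shRNA1 replicate 2 or either shRNA2 array (0.0864). The epithelial list lost its call with shRNA2 without vector replicate 2 (0.0923) or shRNA2 replicate 2 (0.0721), and with dim probe sets left out (0.199). The paper set the genes past its threshold with each shRNA into Ingenuity Pathway Analysis. From the genes shared by the shRNAs, their correlated fold changes and the pathways in common, it proposes that the variation between the shRNAs is not due to off-target effects. It then states that cellular movement ranked first among the functions of both shRNAs, and takes this as molecular insight into a role of LincIN in tumor cell invasion through gene transcription (Fig. 3f).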

### LincIN interacts with the RNA-binding protein NF90

To identify *LincIN*-interacting protein partner(s) that may contribute to its function in breast cancer development, we used in vitro transcribed biotin-labeled full-length *LincIN* for pull-down experiments followed with protein identification by mass spectrometry (MS) (Fig. 4a). The spectra counts were used to determine which proteins were unique/more abundant in a particular condition/gel band. Among the proteins identified by MS (Fig. 4b), NF90/ILF3 was the most abundant *LincIN*-binding partner. NF45/ILF2, which dimerizes with NF90 to form a functional complex, was also identified by MS as a *LincIN*-interacting protein. The *LincIN*-NF90 interaction was then validated by RNA pull-down Western blotting, and NF90 or NF45 were enriched in *LincIN*-pull-down cell lysates (Fig. 4c). To identify the critical regions of *LincIN* RNA required for NF90 binding, in vitro transcribed biotin-labeled truncated *LincIN* transcripts were also prepared for RNA pull-down experiments (Fig. 4d, left panel). Transcripts that contained the 5′ region of *LincIN* exhibited the strongest binding to NF90, while was weaker binding was observed in the 3′ and center regions (Fig. 4d, right panel). We further confirmed the interaction between *LincIN* and NF90 by performing RNA immunoprecipitation (RIP) with an antibody against NF90. As shown in Fig. 4e, *LincIN* RNA was enriched by approximately 40-fold in NF90 antibody precipitates. Altogether, RNA-pull-down and RIP experiments provided reciprocal evidence that *LincIN* directly interacts with NF90.

**Fig. 4:**
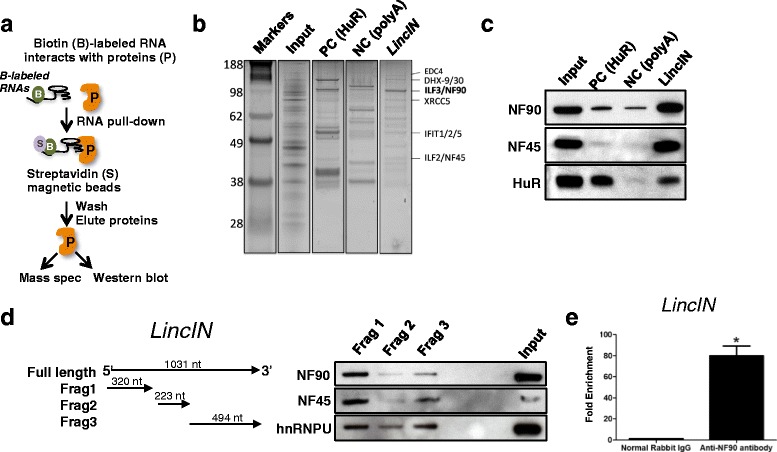
*LincIN* interacts with the NF90/NF45 complex. **a** Schematic flow of RNA pull-down experiments. **b** RNA pull-down was performed using the RNA-protein Pull Down Kit. Bands with arrows were submitted for mass spectrometric identification, and the most abundant band was identified as NF90/ILF3. Positive control (PC) and negative control (NC) were HuR and polyA as provided by the RNA pull-down kit, n = 4. **c** Western blot analysis was used to validate the specific association of NF90 with *LincIN* in pull-down lysates, repeated experiment. **d** *Left* panel: schematic diagram of *LincIN* fragments; *right* panel: Western blot analysis of NF90 in eluted protein samples pulled down by in vitro transcribed *LincIN* fragments. **e** RT-qPCR analysis of RNP samples (*right*) enriched by NF90 antibodies. RNP: RNA immunoprecipitation. Data was analyzed using *t* test (^**^ *P* < 0.01, and ^*^ *P* < 0.05)

### LincIN regulates p21 protein expression at the translational level partially though the interactions with NF90

Recent studies showed that NF90 is multifunctional in cells, including repressing p21 protein expression in cancer cells [28]. We next examined if *LincIN* plays a role in the NF90-mediated p21 pathway. Overexpression of *LincIN* in MCF10A cells diminishes p21 protein expression by approximately 40% (left panel, Fig. 5a,). Reciprocally, the level of p21 protein is consistently induced (approximately twofold) in *LincIN* knockdown groups compared to scrambled control (right panel, Fig. 5a). In contrast with altered protein expression, static *p21* mRNA levels remain unchanged in both *LincIN* overexpression and knockdown experiments (Fig. 5b), suggesting that *LincIN* regulates p21 at the translational level. Moreover, loss of *LincIN* results in increased G1/G0 arrest (*P* < 0.05) (Fig. 5c and d), which is a typical phenotype associated with the elevated expression of p21. In addition, we have evaluated the p21 level in the mouse lung metastasis colonies by immunohistochemistry (IHC), and the nuclear p21 levels are higher in the metastasis colonies from the *LincIN* shRNA knockdown group compared to those tissues from shRNA control group (*P* < 0.05, Additional file 1: Figure S7 and Additional file 1: Table S5). This finding suggests that upregulation of nuclear p21 by *LincIN* knockdown may be associated with less aggressive phenotype in our metastasis model.

**Fig. 5:**
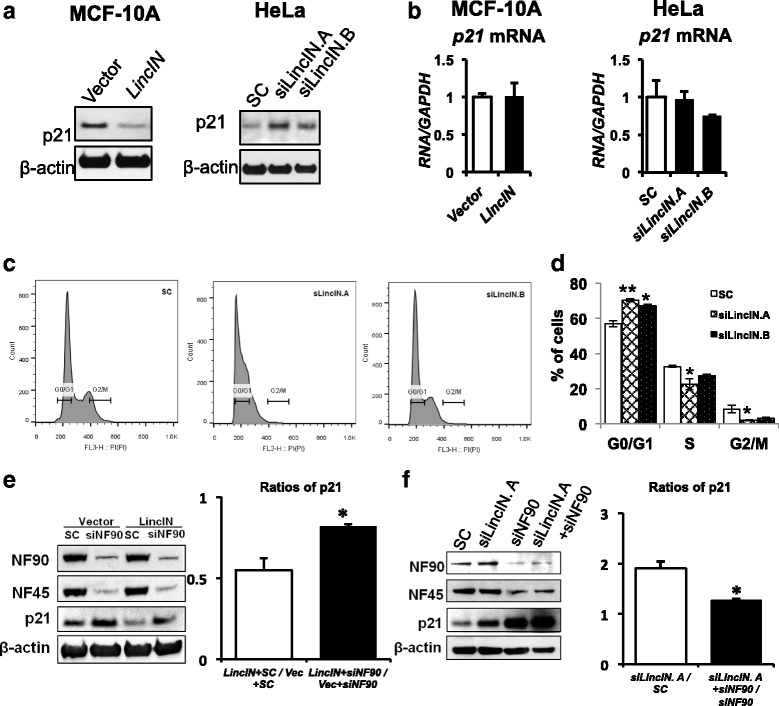
*LincIN* interacts with NF90 in the translation regulation of p21 expression. **a** *Left* panel: Western blot of p21 and beta-actin in vector and *LincIN* overexpressed MCF10A cells. *Right* panel: Western blot of p21, beta-actin or NF90, in SC and *LincIN* knockdown groups of HeLa cells. **b** RT-qPCR results of p21 in *LincIN* overexpression and vector control groups in MCF10A cells (*left*). RT-qPCR analysis of *LincIN* knockdown versus scrambled control in HeLa cells (*right*). (**c**) and (**d**) Cell cycle profiles and quantification of MDA-MB-231 cells treated with SC or *LincIN* siRNAs for 48 h (n = 3). Data was analyzed using one-way ANOVA and *t* test (^**^ *P* < 0.01, and ^*^ *P* < 0.05). **e** *Right* panel: MCF10A cells (vector or *LincIN*) were stably transfected with siRNA targeting NF90 or scrambled control. Cell lysates were collected at 48 h after transfection. *Left* panel: ratios of p21expression in *LincIN*-overexpression to vector control cells (*right* panel) (^*^ *P* < 0.05; *t* test). **f** *Right* panel: Western blot of NF90, NF45, and p21 in HeLa cells treated with SC, *LincIN* or NF90 siRNA alone or in combination. Cell lysates were collected at 48 h after transfection, repeated in triplicate. *Left* panel: ratios of p21expression in si*LincIN*-transfected to SC control cells (^*^ *P* < 0.05; *t* test)

Since recent studies showed that NF90 may regulate p21 protein expression at the translational level via binding its 3′ untranslated region (UTR) [29], we sought to determine if *LincIN* mediates p21 protein expression via NF90. We knocked down *LincIN*, NF90, or both using siRNAs and measured p21 expression by Western blotting. As expected, knockdown of NF90 upregulates p21 protein levels (approximately twofold) (right panel, Fig. 5e). Importantly, under the condition of NF90 knockdown, the effects of si*LincIN* on elevating p21 expression (evaluated by the ratio of si*LincIN* + siNF90/siNF90) in HeLa cells is decreased in comparison to the cells treated with si*LincIN* alone (the ratio of si*LincIN*/SC) (*P* < 0.05) (right panel, Fig. 5e). Furthermore, *LincIN* overexpression-induced p21 inhibition is also partially diminished by NF90 silencing in MCF-10A cells (Fig. 5f). Knockdown or overexpression of *LincIN* had no significant effects on the expression of NF90 (Fig. 5e and f). Taken together, these results suggest that *LincIN* may cooperate with NF90 to inhibit p21 translation.

## Discussion

Functional characterization of individual lncRNAs has greatly extended our understanding of the complexity of the functional RNAs, which have been previously underappreciated, and it has also raised interest in determining underlying mechanisms. In the present study, we used high-density SNP arrays to explore the transcriptome of intergenic lncRNAs in breast cancer. We identified a new metastasis-associated lncRNA, *LincIN* (Fig. 1). High levels of *LincIN* expression are significantly associated with advanced breast cancer, and analysis of a large TCGA cohort suggested that *LincIN* is a promising prognostic biomarker for breast cancer (Fig. 2 and Table 1). Our in vitro and in vivo experiments demonstrated that *LincIN* may play an important role in tumor cell invasion and metastasis, and these findings are consistent with the results from transcriptome analysis in *LincIN*-knockdown cells (Fig. 3). We also identified a *LincIN*-binding protein, NF90, through which *LincIN* mediates p21 protein expression and cell cycle (Figs. 4 and 5). Our findings delineated a functional role of *LincIN* in breast tumor progression-metastasis, and mechanistically uncovered that it may regulate gene expression at both the transcriptional and translational levels (Fig. 6).

**Fig. 6:**
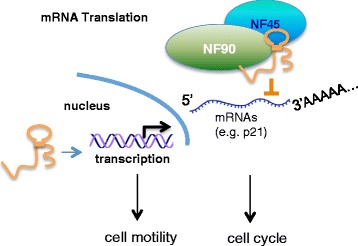
Schematic model for the role of *LincIN* in transcriptional and translational regulation

LncRNAs exhibit more tissue-, cell-type- and disease-specific patterns of expression [41], and this feature makes them a potentially precise biomarker for cancer diagnosis or prognosis. LncRNAs, thereby, are emerging as a new class of biomarkers for cancer, particularly for the later stage of cancer progression [12, 42, 43]. However, the potential for a majority of lncRNAs as biomarkers has not been fully explored in breast cancer. Here, we demonstrated that *LincIN* levels are consistently higher in tumors compared to those in adjacent normal tissues by evaluating two independent sample sets collected from the FCCC Biosample Repository and a breast cancer TCGA study (Fig. 2). Importantly, high levels of *LincIN* in breast tumors are correlated with advanced pathologic stages and a worse survival outcome, suggesting that *LincIN* is a promising prognostic biomarker for breast cancer and likely plays a functional role in breast tumor progression/metastasis.

A number of lncRNAs have been associated with breast cancer development. *HOTAIR*, the first lncRNA implicated in breast cancer, interacts with the PRC2 complex and LSD1 and drives transcriptional repression; overexpression of *HOTAIR* causes a global repression of tumor suppressors, which promotes breast cancer metastasis [7]. Oncogenic FAL1 binds and stabilizes epigenetic repressor BMI1, resulting in suppression of gene transcription, and then to malignant transformation and breast tumor growth [8]. NKILA inhibits breast cancer metastasis, specifically through binding and masking the IKB phosphorylation motif, and thus, preventing the activation of the NF-kB pathway [9]. Here, we demonstrate a critical role for *LincIN* in controlling breast cancer metastasis. Knockdown of *LincIN* in breast cancer cells diminished tumor cell invasion *in vitro* and it also reduced lung metastasis *in vivo* (Fig. 3). In this current study, we used a tail veil injection model to evaluate the role of *LincIN* in breast tumor metastasis. The tail vein injection metastasis model is generally considered as an experimental metastatic model - mimicking the late stage of metastasis when tumor cells are spreading and finding a metastatic niche. To further study the role of *LincIN* in tumor progression or early events of metastasis, orthotopic implantation to metastasis experiments should be considered in the future. Transcriptome analysis also showed that the very top cellular functions targeted by *LincIN*-knockdown are cellular movement, providing the molecular insights for the role of *LincIN* in tumor cell invasion (Fig. 3). Further investigations are needed to examine how *LincIN* mediates tumor progression and metastasis at the transcriptional level.

Mechanistic studies characterizing the lncRNA interactome have demonstrated that lncRNAs may serve as molecular scaffolds that connect or assemble multiple regulatory proteins and cooperatively control gene regulation [13]. Our results elucidate *LincIN* as a novel binding partner for NF90, which, together, inhibit p21 expression at the translational level and mediate cell cycle control (Figs. 4 and 5). NF90 was initially found to be essential for activating p21 expression in postnatal development since p21 was markedly reduced in NF90^-/-^ mice [29]. However, subsequent findings showed that p21 could also be upregulated in NF90-silenced viral-transfected HeLa cells [28], which were consistent with our data reported here. These findings suggest a bidirectional role of RNA-binding protein NF90 in regulating gene expression that is biological milieu-dependent. Such a bidirectional role has also been reported for other RNA-binding proteins, such as TARBP2 [44, 45]. These results suggest that NF90, previously believed to be a nonspecific double-stranded RNA-binding protein, may interact with specific partners, such as *LincIN,* and exert a specific functional role in certain biological milieu. Vumbaca et al. demonstrated that knockdown of NF90 decreased tumorigenesis and angiogenesis in an orthotropic breast tumor xenograft model [46]. As our results suggest, *LincIN* mediates protein translation (e.g., p21) through its interactions with NF90 (Fig. 6), and our IHC experiments show that the downregulation of *LincIN* knockdown significantly increases the level of nuclear p21 (*P < 0.05*, Additional file 1: Table S5 and Additional file 1: Figure S7B). Although the role of p21 in tumor invasion and metastasis is still not fully explored, nuclear p21 but not cytoplasmic p21 has favorable prognostic outcomes in breast and other cancers [47–49]. Our results suggest that the upregulation of nuclear p21 by *LincIN* knockdown may be associated with less aggressive metastasis phenotypes. Future studies examining how *LincIN* mediates tumor progression and metastasis through the NF90-mediated p21 pathway are warranted.

In our current study, we have demonstrated that *LincIN* is significantly upregulated in tumors versus normal samples. Importantly, knockdown of *LincIN* in breast cancer cells diminishes cancer cell migration and invasion in vitro, and reduced lung metastasis in a mouse tail vein injection model. These findings make *LincIN* a promising druggable target for preventing/treating breast cancer metastasis. The development of lncRNAs as a novel class of drug targets for breast cancer treatment is still at the very early stage, but these non-coding RNAs may hold the promise for new drug discovery [50]. Importantly, the identification of NF90, one of the functional *LincIN*-binding partners, provides an alternative strategy for drug development by targeting *LincIN*-NF90 interactions. As RNA-protein interactions (RPIs) are commonly present in functional RNAs, targeting RPIs using antisense oligos could provide a more efficient and specific approach than conventional RNAi technologies [51].

## Conclusions

Overall, we identified and characterized a novel breast cancer-associated lncRNA, *LincIN*, by evaluating the lncRNA transcriptome in paired normal versus tumor samples. Our demonstration of a correlation between breast patient survival outcomes and *LincIN* expression highlights its potential role as a prognostic biomarker. Our functional studies have established a potential role for *LincIN* in breast cancer progression/metastasis and revealed that its lncRNA-protein (e.g., NF90) interactions can be a novel approach for the regulation of protein expression. Since silencing of *LincIN* effectively reduced cancer cell metastasis, we propose that *LincIN* could potentially be a promising therapeutic target for the inhibition of progression of metastatic breast cancer.

## Additional file

Additional file 1: Supplementary figures and tables.

## Abbreviations

AJCC: American Joint Committee on Cancer
ANOVA: Analysis of variance
ATCC: American Type Culture Collection
CSF: Codon substitution frequency
DNA: Deoxyribonucleic acid
FCCC: Fox Chase Cancer Center
FDA: Food and Drug Administration
FDR: False discovery rate
FFPE: Formalin-fixed, paraffin-embedded
GFP: Green fluorescent protein
GWAS: Genome-wide association studies
H&E: Hematoxylin and eosin stain
HMEC: Human mammary epithelial cells
HPLC: High-performance liquid chromatography
IDC: Invasive ductal carcinoma
IHC: Immunohistochemistry
IPA: Ingenuity^®^ Pathway Analysis
IRB: Institutional Review Board
LIMMA: Linear Models for Microarray
*LincIN*: Long intergenic non-coding RNA between ITGB1 and NRP1
lncRNA: Long non-coding RNA
MS: Mass spectrometry
NC: Negative control
NF90: Nuclear factor 90
PC: Positive control
qPCR: Quantitative polymerase chain reaction
RIP: RNA immunoprecipitation
RLM-RACE: RNA ligase-mediated rapid amplification of cDNA ends
RNA: Ribonucleic acid
RNA ISH: RNA in situ hybridization
RNAi: RNA interference
ROI: Region-of-interest
RPI: RNA-protein interactions
RPKM: Reads per kilobase million
RT-qPCR: Reverse transcription and quantitative PCR
SC: siRNA control
SCID: Severe combined immunodeficiency
shRNA: short hairpin RNA
siRNA: small interfering RNA
SNP: Single-nucleotide polymorphism
TCGA: The Cancer Genome Atlas
TMA: Tissue microarray
UTR: Untranslated region

## References

[1] Cabili MN, Trapnell C, Goff L, Koziol M, Tazon-Vega B, Regev A, Rinn JL (2011). Integrative annotation of human large intergenic noncoding RNAs reveals global properties and specific subclasses. Genes Dev..

[2] Derrien T, Johnson R, Bussotti G, Tanzer A, Djebali S, Tilgner H, Guernec G, Martin D, Merkel A, Knowles DG (2012). The GENCODE v7 catalog of human long noncoding RNAs: analysis of their gene structure, evolution, and expression. Genome Res.

[3] Guttman M, Amit I, Garber M, French C, Lin MF, Feldser D, Huarte M, Zuk O, Carey BW, Cassady JP (2009). Chromatin signature reveals over a thousand highly conserved large non-coding RNAs in mammals. Nature..

[4] Batista PJ, Chang HY (2013). Long noncoding RNAs: cellular address codes in development and disease. Cell..

[5] Fatica A, Bozzoni I (2014). Long non-coding RNAs: new players in cell differentiation and development. Nat Rev Genet.

[6] Li L, Chang HY (2014). Physiological roles of long noncoding RNAs: insight from knockout mice. Trends Cell Biol.

[7] Gupta RA, Shah N, Wang KC, Kim J, Horlings HM, Wong DJ, Tsai M-C, Hung T, Argani P, Rinn JL (2010). Long non-coding RNA HOTAIR reprograms chromatin state to promote cancer metastasis. Nature..

[8] Hu X, Feng Y, Zhang D, Zhao Sihai D, Hu Z, Greshock J, Zhang Y, Yang L, Zhong X, Wang L-P (2014). A Functional genomic approach identifies FAL1 as an oncogenic long noncoding RNA that associates with BMI1 and represses p21 expression in cancer. Cancer Cell..

[9] Liu B, Sun L, Liu Q, Gong C, Yao Y, Lv X, Lin L, Yao H, Su F, Li D (2015). A cytoplasmic NF-κB interacting long noncoding RNA blocks IκB phosphorylation and suppresses breast cancer metastasis. Cancer Cell..

[10] Silva JM, Boczek NJ, Berres MW, Ma X, Smith DI (2011). LSINCT5 is over expressed in breast and ovarian cancer and affects cellular proliferation. RNA Biol..

[11] Xing Z, Lin A, Li C, Liang K, Wang S, Liu Y, Park PK, Qin L, Wei Y, Hawke DH (2014). lncRNA directs cooperative epigenetic regulation downstream of chemokine signals. Cell.

[12] Yan X, Hu Z, Feng Y, Hu X, Yuan J, Zhao SD, Zhang Y, Yang L, Shan W, He Q (2015). Comprehensive genomic characterization of long non-coding RNAs across human cancers. Cancer Cell.

[13] Ulitsky I, Bartel DP (2013). lincRNAs: genomics, evolution, and mechanisms. Cell.

[14] Clemson CM, Hutchinson JN, Sara SA, Ensminger AW, Fox AH, Chess A, Lawrence JB (2009). An architectural role for a nuclear noncoding RNA: NEAT1 RNA is essential for the structure of paraspeckles. Mol Cell.

[15] Hacisuleyman E, Goff LA, Trapnell C, Williams A, Henao-Mejia J, Sun L, McClanahan P, Hendrickson DG, Sauvageau M, Kelley DR (2014). Topological organization of multichromosomal regions by the long intergenic noncoding RNA Firre. Nat Struct Mol Biol.

[16] Mercer TR, Mattick JS (2013). Structure and function of long noncoding RNAs in epigenetic regulation. Nat Struct Mol Biol..

[17] Faghihi MA, Modarresi F, Khalil AM, Wood DE, Sahagan BG, Morgan TE, Finch CE, St Laurent G, Kenny PJ, Wahlestedt C (2008). Expression of a noncoding RNA is elevated in Alzheimer’s disease and drives rapid feed-forward regulation of beta-secretase. Nat Med..

[18] Gong C, Maquat LE (2011). lncRNAs transactivate STAU1-mediated mRNA decay by duplexing with 3′ UTRs via Alu elements. Nature.

[19] Lee S, Kopp F, Chang TC, Sataluri A, Chen B, Sivakumar S, Yu H, Xie Y, Mendell JT (2016). Noncoding RNA NORAD regulates genomic stability by sequestering PUMILIO proteins. Cell.

[20] Yoon JH, Abdelmohsen K, Srikantan S, Yang X, Martindale JL, De S, Huarte M, Zhan M, Becker KG, Gorospe M (2012). LincRNA-p21 Suppresses Target mRNA Translation. Mol Cell..

[21] Wang P, Xue Y, Han Y, Lin L, Wu C, Xu S, Jiang Z, Xu J, Liu Q, Cao X (2014). The STAT3-binding long noncoding RNA lnc-DC controls human dendritic cell differentiation. Science.

[22] Gutschner T, Diederichs S (2012). The hallmarks of cancer: a long non-coding RNA point of view. RNA Biol..

[23] Kao PN, Chen L, Brock G, Ng J, Kenny J, Smith AJ, Corthésy B (1994). Cloning and expression of cyclosporin A- and FK506-sensitive nuclear factor of activated T-cells: NF45 and NF90. J Biol Chem..

[24] Castella S, Bernard R, Corno M, Fradin A, Larcher JC (2015). Ilf3 and NF90 functions in RNA biology. Wiley Interdiscip Rev RNA.

[25] Masuda K, Kuwano Y, Nishida K, Rokutan K, Imoto I (2013). NF90 in posttranscriptional gene regulation and microRNA biogenesis. Int J Mol Sci.

[26] Jiang W, Huang H, Ding L, Zhu P, Saiyin H, Ji G, Zuo J, Han D, Pan Y, Ding D (2015). Regulation of cell cycle of hepatocellular carcinoma by NF90 through modulation of cyclin E1 mRNA stability. Oncogene.

[27] Pullmann R, Kim HH, Abdelmohsen K, Lal A, Martindale JL, Yang X, Gorospe M (2007). Analysis of turnover and translation regulatory RNA-binding protein expression through binding to cognate mRNAs. Mol Cell Biol.

[28] Shamanna R, Hoque M, Pe’ery T, Mathews MB (2013). Induction of p53, p21 and apoptosis by silencing the NF90/NF45 complex in human papilloma virus-transformed cervical carcinoma cells. Oncogene..

[29] Shi L, Zhao G, Qiu D, Godfrey WR, Vogel H, Rando TA, Hu H, Kao PN (2005). NF90 regulates cell cycle exit and terminal myogenic differentiation by direct binding to the 3′-untranslated region of MyoD and p21 WAF1/CIP1 mRNAs. J Biol Chem..

[30] Gao C, Devarajan K, Zhou Y, Slater CM, Daly MB, Chen X (2012). Identifying breast cancer risk loci by global differential allele-specific expression (DASE) analysis in mammary epithelial transcriptome. BMC Genomics..

[31] Cancer Genome Atlas Network (2012). Comprehensive molecular portraits of human breast tumours. Nature.

[32] Simon R, Lam A, Li MC, Ngan M, Menenzes S, Zhao Y (2007). Analysis of gene expression data using BRB-ArrayTools. Cancer Inform..

[33] Behbod F, Kittrell FS, LaMarca H, Edwards D, Kerbawy S, Heestand JC, Young E, Mukhopadhyay P, Yeh HW, Allred DC (2009). An intraductal human-in-mouse transplantation model mimics the subtypes of ductal carcinoma in situ. Breast Cancer Res.

[34] Liang CC, Park AY, Guan JL (2007). In vitro scratch assay: a convenient and inexpensive method for analysis of cell migration in vitro. Nat Protoc.

[35] Gentleman RC, Carey VJ, Bates DM, Bolstad B, Dettling M, Dudoit S, Ellis B, Gautier L, Ge Y, Gentry J (2004). Bioconductor: open software development for computational biology and bioinformatics. Genome Biol.

[36] Smyth GK (2004). Linear models and empirical bayes methods for assessing differential expression in microarray experiments. Stat Appl Genet Mol Biol.

[37] Benjamini Y, Hochberg Y (1995). Controlling the False Discovery Rate: a practical and powerful approach to multiple testing. J R Stat Soc..

[38] R Development Core Team, R: a language and environment for statistical computing (2014). R: A language and environment for statistical computing.

[39] Lin MF, Jungreis I, Kellis M (2011). PhyloCSF: a comparative genomics method to distinguish protein coding and non-coding regions. Bioinformatics.

[40] Azzato EM, Pharoah PDP, Harrington P, Easton DF, Greenberg D, Caporaso NE, Chanock SJ, Hoover RN, Thomas G, Hunter DJ (2010). A genome-wide association study of prognosis in breast cancer. Cancer Epidemiol Biomark Prev..

[41] Brunner AL, Beck AH, Edris B, Sweeney RT, Zhu SX, Li R, Montgomery K, Varma S, Gilks T, Guo X (2012). Transcriptional profiling of long non-coding RNAs and novel transcribed regions across a diverse panel of archived human cancers. Genome Biol.

[42] Yang QQ, Deng YF (2014). Long non-coding RNAs as novel biomarkers and therapeutic targets in head and neck cancers. Int J Clin Exp Pathol.

[43] Yarmishyn AA, Kurochkin IV (2015). Long noncoding RNAs: a potential novel class of cancer biomarkers. Front Genet..

[44] Goodarzi H, Zhang S, Buss CG, Fish L, Tavazoie S, Tavazoie SF (2014). Metastasis-suppressor transcript destabilization through TARBP2 binding of mRNA hairpins. Nature.

[45] De Vito C, Riggi N, Cornaz S, Suvà ML, Baumer K, Provero P, Stamenkovic I (2012). A TARBP2-dDependent miRNA expression profile underlies cancer stem cell properties and provides candidate therapeutic reagents in Ewing sarcoma. Cancer Cell..

[46] Vumbaca F, Phoenix KN, Rodriguez-Pinto D, Han DK, Claffey KP (2008). Double-stranded RNA-binding protein regulates vascular endothelial growth factor mRNA stability, translation, and breast cancer angiogenesis. Mol Cell Biol.

[47] Cheng X, Xia W, Yang JY, Hsu JL, Chou CK, Sun HL, Wyszomierski SL, Mills GB, Muller WJ, Yu D (2010). Activation of p21(CIP1/WAF1) in mammary epithelium accelerates mammary tumorigenesis and promotes lung metastasis. Biochem Biophys Res Commun.

[48] Huang Y, Wang W, Chen Y, Huang Y, Zhang J, He S, Tan Y, Qiang F, Li A, Roe OD (2014). The opposite prognostic significance of nuclear and cytoplasmic p21 expression in resectable gastric cancer patients. J Gastroenterol.

[49] Winters ZE, Hunt NC, Bradburn MJ, Royds JA, Turley H, Harris AL, Norbury CJ (2001). Subcellular localisation of cyclin B, Cdc2 and p21(WAF1/CIP1) in breast cancer. association with prognosis. Eur J Cancer.

[50] Ling H, Fabbri M, Calin GA (2013). MicroRNAs and other non-coding RNAs as targets for anticancer drug development. Nat Rev Drug Discov.

[51] Bell NM, L'Hernault A, Murat P, Richards JE, Lever AM, Balasubramanian S (2013). Targeting RNA-protein interactions within the human immunodeficiency virus type 1 lifecycle. Biochemistry.

# Supplementary material for: LincIN, a novel NF90-binding long non-coding RNA, is overexpressed in advanced breast tumors and involved in metastasis
**Source:** Breast Cancer Res. 2017 May 30;19:62. doi: 10.1186/s13058-017-0853-2
**Supplement:** Additional file 1: — Supplementary figures and tables.

Table S1, related to the Methods. Screening shRNA sequences for knockdown efficiency in transient transfection

No.	<i>LincIN</i> shRNA	Targeted sequence	% knockdown
1	sh401	GTGGACCTGGACCTGGATAAA	40.0
2	shsiA (shRNA2)	GACATTATGCAAGGAGATGGCA	68.6
3	sh324	AAAGGACATTATGCAAGGAGA	-0.4
4	sh420	AAATGGGTGTTTAACAAGTAT	17.1
5	sh681 (shRNA1)	CAGTTGGTCACTCTACTCAGT	75.8
6	sh614	GGATGTAGCCTCTCAGTGCTA	-0.9
7	sh767	GGGAGGAGAGTTAAATCTTCT	-0.5

Table S2. High dense array-based differential expression analysis of intergenic transcripts in breast tumors (T) vs. adjacent normal (N) (*: SNP probes targeting *LincIN* are highlighted in bold)

SNP Name	Chr	Coordinate	GeneSymbol	Ensembl ID	EnsemblExonID	ExonStart	ExonEnd	T vs. N (Log ₂)	P-value	FDR
kpg10119700	8	101362845	RNF19A ANKRD46	ENST00000519566	ENSE00002105796	101362511	101362935	-2.045248667	3.44E-05	0.041535179
rs296610	9	93763731	SYK LOC100128909	ENST00000563268	ENSE00002600916	93763052	93764153	3.135225036	0.000901714	0.093018137
kpg12938613	11	12082124	DKK3 MICAL2	ENST00000531559	ENSE00002186380	12080081	12083332	3.571358874	0.001003029	0.093018137
kpg28589797	8	49570001	LOC100289527 EFCAB1	ENST00000518620	ENSE00002133004	49569820	49570248	2.53961768	0.001559584	0.093018137
kpg16945812	6	4494867	PECI KU-MEL-3	ENST00000563079	ENSE00002597644	4494116	4496003	3.033355766	0.001740673	0.093018137
kpg15609762	1	20687903	VWA5B1 CAMK2N1	ENST00000426428	ENSE000001636211	20687072	20688534	2.339099012	0.002304149	0.093018137
kpg23750546	7	112596586	C7orf60 GPR85	ENST00000451962	ENSE000001676393	112596577	112596757	2.518496659	0.002521927	0.093018137
rs12561867	1	147801691	NBPF11 LOC100132057	ENST00000452996	ENSE000001726117	147801651	147802209	-2.535435588	0.002631448	0.093018137
kpg20678506	4	174389186	SCRGI HAND2	ENST00000563631	ENSE00002606014	174388984	174391192	-2.243524967	0.003034708	0.093018137
rs2655987	14	77536732	C14orf4 KIAA1737	ENST00000557526	ENSE00002498841	77535523	77537189	-2.193736021	0.003602533	0.093018137
kpg10925871	6	14282179	CD83 JARID2	ENST00000427276	ENSE000001723124	14280358	14283419	2.306268253	0.003960234	0.093018137
kpg8636072	4	11477417	HS3ST1 HSP90AB2P	ENST00000515343	ENSE00002070051	11476384	11479820	-2.129516795	0.004070573	0.093018137
kpg2075894	16	85319381	TMEM148 KIAA0182	ENST00000366314	ENSE000001315394	85318604	85319569	2.160152458	0.004391908	0.093018137
kpg5316656	5	159912839	PTTG1 ATP10B	ENST00000517927	ENSE00002103277	159912306	159914433	-2.591486451	0.00499737	0.093018137
rs1189827	14	57533464	LOC440180 EXOC5	ENST00000554160	ENSE00002464555	57532978	57533886	2.337682103	0.005084419	0.093018137
rs7478802	11	12082861	DKK3 MICAL2	ENST00000531559	ENSE00002186380	12080081	12083332	2.401696226	0.005107989	0.093018137
kpg28188898	14	57533821	LOC440180 EXOC5	ENST00000554160	ENSE00002464555	57532978	57533886	2.102871791	0.00518167	0.093018137
rs7840059	8	29387821	LOC100132051 C8orf75	ENST00000521101	ENSE00002099631	29387308	29387840	2.312145966	0.005363425	0.093018137
rs6655437		118469052	PGRMC1 SLC25A43	ENST00000428222	ENSE000001764461	118467013	118469573	2.276622917	0.005581088	0.093018137
kpg10418412	14	21388431	LOC643332 RNASE2	ENST00000555624	ENSE000001749155	21388166	21388458	-1.934018145	0.008168778	0.120686242
kpg2804462	22	27260683	MIAT MN1	ENST00000434868	ENSE000001619874	27258220	27261749	-2.028311559	0.008465985	0.120686242
rs1878973	2	235131943	SPP2 LOC100287159	ENST00000565664	ENSE00002619699	235131482	235132585	2.002505307	0.00847931	0.120686242
kpg18173532	3	20431041	SGOL1 VENTXP7	ENST00000566804	ENSE00002605809	20429741	20432054	-1.911317449	0.008850324	0.120686242
rs1877351	11	112658438	LOC100132686 NCAM1	ENST00000524772	ENSE00002183345	112658027	112658445	-2.200989498	0.009760572	0.12731181
kpg15201121	1	117008922	C1orf203 CD58	ENST00000437308	ENSE000001641143	117008812	117009064	-1.821744745	0.010680388	0.133504846
rs4461053	15	101401592	LOC440313 LOC145757	ENST00000431060	ENSE000001634368	101401151	101404501	-2.476627161	0.00026308	0.135793795
rs943139	1	153163377	SPRR2G LELP1	ENST00000427145	ENSE000001706753	153162555	153164152	2.232827104	0.000364619	0.135793795
kpg21865691*	10	33370799	ITGB1 NRP1	ENST00000450890	ENSE000001755916	33370270	33371030	1.555353877	0.000450021	0.135793795
kpg391420	10	33370289	ITGB1 NRP1	ENST00000450890	ENSE000001755916	33370270	33371030	2.308419432	0.000760084	0.136655049
kpg5795096	2	47567821	BCYRN1 EPCAM	ENST00000418539	ENSE000001641977	47558199	47571656	-2.194324647	0.00151425	0.136655049
kpg1217111	11	12082595	DKK3 MICAL2	ENST00000531559	ENSE00002186380	12080081	12083332	3.182294974	0.001646622	0.136655049
kpg13880587	17	70089562	LOC124685 SOX9	ENST00000419257	ENSE000001783638	70089071	70089622	-1.9531175	0.00222606	0.136655049
kpg8265387	11	12082494	DKK3 MICAL2	ENST00000531559	ENSE00002186380	12080081	12083332	2.444822027	0.002856578	0.136655049
kpg8459321	22	27255148	MIAT MN1	ENST00000434868	ENSE000001658822	27254597	27256985	-1.739378916	0.002926665	0.136655049
kpg1154985	2	8702596	LOC339788 ID2	ENST00000454224	ENSE000001713117	8699963	8708081	-1.89048152	0.003424679	0.136655049
kpg9980682	11	12082870	DKK3 MICAL2	ENST00000531559	ENSE00002186380	12080081	12083332	2.2127274502	0.003674317	0.136655049
kpg12259152	9	132045217	IER5L C9orf106	ENST00000455981	ENSE000001596735	132045209	132045337	-1.710057217	0.003726956	0.136655049
kpg5242988	10	33370787	ITGB1 NRP1	ENST00000450890	ENSE000001755916	33370270	33371030	1.520726635	0.000971717	0.14589802
kpg95583	1	153163029	SPRR2G LELP1	ENST00000427145	ENSE000001706753	153162555	153164152	1.854468458	0.001055001	0.14589802
kpg29833987	10	33373080	ITGB1 NRP1	ENST00000450890	ENSE000001755916	33370270	33371030	1.291864391	0.001131027	0.14589802
kpg8865174	12	60489522	SLC16A7 LOC100289417	ENST00000552378	ENSE00002411934	60488910	60489632	1.791688154	0.001176635	0.14589802
kpg21612648	10	33370735	ITGB1 NRP1	ENST00000450890	ENSE000001755916	33370270	33371030	1.303201379	0.001417262	0.14589802
kpg2902901	1	234765416	IRF2BP2 PP2672	ENST00000429269	ENSE000001620425	234765057	234765493	1.238394919	0.001474133	0.14589802
kpg24445496	2	227045360	KIAA1486 IRS1	ENST00000423838	ENSE000001659923	227044760	227045841	1.107891771	0.001492852	0.14589802
kpg3488416	15	101401408	LOC440313 LOC145757	ENST00000431060	ENSE000001634368	101401151	101404501	-1.320725842	0.001514042	0.14589802
kpg3681403	12	60489264	SLC16A7 LOC100289417	ENST00000552378	ENSE00002411934	60488910	60489632	1.999100055	0.00158928	0.14589802
kpg19997950	15	101401561	LOC440313 LOC145757	ENST00000431060	ENSE000001634368	101401151	101404501	-1.189333273	0.001692272	0.14589802
rs3740219	10	9801095	GATA3 SFTA1P	ENST00000419836	ENSE000001606593	9801042	9801200	1.795718899	0.012285084	0.146718472
rs1265242	6	4495016	PECI KU-MEL-3	ENST00000563079	ENSE00002597644	4494116	4496003	1.944001855	0.012715601	0.146718472
rs7171438	15	101401700	LOC440313 LOC145757	ENST00000431060	ENSE000001634368	101401151	101404501	-1.368349531	0.001915809	0.148780769
kpg11572721	15	63723317	CA12 USP3	ENST00000559379	ENSE00002540116	63723256	63723541	-2.947660607	0.001972239	0.148780769
rs11781405	8	29702895	C8orf75 LOC286135	ENST00000517356	ENSE00002111326	29702830	29702967	1.489784114	0.002155889	0.153068138
kpg15043032	22	27255167	MIAT MN1	ENST00000434868	ENSE000001658822	27254597	27256985	-1.757054071	0.013901164	0.154457381
rs7273419	20	19789895	LOC100287166 RIN2	ENST00000426012	ENSE000001700234	19789818	19790319	-1.222571683	0.002334499	0.156541098
kpg24677158	22	27259915	MIAT MN1	ENST00000434868	ENSE000001619874	27258220	27261749	-1.718868502	0.014950181	0.160180512
kpg21808005	10	4698346	LOC100216001 LOC33858	ENST00000417883	ENSE000001790831	4697619	4698512	1.220573801	0.002646481	0.163486218
kpg19918262	15	39481073	LOC100289563 C15orf54	ENST00000560743	ENSE000002543139	39480639	39482367	1.808176476	0.002708968	0.163486218
rs2829750	21	26825565	NCRN00158 MIRHG2	ENST00000489205	ENSE000001894031	26825507	26825738	1.741044124	0.005510544	0.164802364
kpg5148979	2	9256821	MBOAT2 ASAP2	ENST00000492300	ENSE000001828605	9256702	9257013	1.808931864	0.006299826	0.164802364
rs11022141	11	12082627	DKK3 MICAL2	ENST00000531559	ENSE00002186380	12080081	12083332	2.283716744	0.006451007	0.164802364
rs10207811	2	208133613	KLF7 CREB1	ENST00000438824	ENSE000001860347	208133425	208133617	1.607660109	0.006654897	0.164802364
kpg20709191	4	174390170	SCRGI HAND2	ENST00000563631	ENSE00002606014	174388984	174391192	-1.44955219	0.008874387	0.164802364
kpg6469327	8	29672701	C8orf75 LOC286135	ENST00000517356	ENSE000002042927	29672520	29673808	1.438293148	0.00899267	0.164802364
kpg2030299	14	70924072	SYNJ2BP ADAM21	ENST00000554551	ENSE00002473314	70924066	70924555	-1.793811051	0.009689783	0.164802364
rs10483130	22	27260639	MIAT MN1	ENST00000434868	ENSE000001619874	27258220	27261749	-1.430847872	0.010794795	0.164802364
kpg15605984	1	8718491	LMO4 PKN2	ENST00000452509	ENSE000001726170	871819207	871819550	-1.669727973	0.010922459	0.164802364
kpg30452030	5	87587207	TMEM161B LOC645323	ENST00000501715	ENSE000001602037	87587201	87587293	-1.725966629	0.011374592	0.164802364
rs8017390	14	41444755	FBXO33 LRFN5	ENST00000515218	ENSE00002067081	41444546	41445082	-1.766138004	0.011943855	0.164802364
rs292034	4	28478119	STM12 PCDH7	ENST00000509416	ENSE00002074495	28478072	28478131	1.73202552	0.012217986	0.164802364
rs4718532	7	66805000	STAG3L4 AUTS2	ENST00000430244	ENSE000001624121	66804784	66805011	-1.373010968	0.012464608	0.164802364
rs927663	1	158102110	KIRREL CD1D	ENST00000442358	ENSE000001705002	158101834	158102191	2.351140277	0.013498806	0.164802364
kpg5140573	20	25989429	FAM182B LOC100134868	ENST00000448580	ENSE000001605646	25989427	25989961	-2.119409134	0.01360702	0.164802364
kpg3878111	12	89413399	KITLG DUSP6	ENST00000500381	ENSE000001978090	89413330	89413456	1.279171936	0.014059995	0.164802364
rs10492195	12	16940720	LMO3 LOC728622	ENST00000539266	ENSE00002241474	16940719	16940775	-1.840040124	0.014223379	0.164802364
kpg8532331	6	86096993	LOC100289423 NT5E	ENST00000455071	ENSE000001534969	86096937	86099275	1.480706437	0.014522869	

rs4848692	2	121940001	GLI2 TFCP2L1	ENST00000432984	ENSE00001790363	121939674	121940156	-1.35762551	0.016850468	0.184886427
rs10734897	12	16848162	LMO3 LOC728622	ENST00000418574	ENSE00001540498	16846734	16848407	-1.465219857	0.018440516	0.184886427
rs358994	3	8406919	GRM7 LOC100288428	ENST00000435368	ENSE00001615003	8406393	8407062	-1.627164821	0.018504423	0.184886427
kpg22206609	5	148489210	SH3TC2 ABILM3	ENST00000509139	ENSE00002059570	148489026	148489350	-1.454790777	0.019194931	0.184886427
kpg10841095	3	59365858	C3orf67 LOC339902	ENST00000497258	ENSE00001859002	59365750	59366309	1.213441614	0.019410112	0.184886427
rs3096021	5	159913603	PTTG1 ATP10B	ENST00000517927	ENSE00002103277	159912306	159914433	-1.738512468	0.019609167	0.184886427
kpg15769169	1	209552880	PLXNA2 LOC642587	ENST00000443636	ENSE00001637064	209552772	209553035	-1.514093999	0.0037666	0.186772937
rs10106201	8	135809634	ZFAT LOC286094	ENST00000568248	ENSE00002623781	135804263	135810515	-1.343456907	0.004049815	0.186772937
rs16981140	20	19789819	LOC100287166 RIN2	ENST00000426012	ENSE00001700234	19789818	19790319	-1.04353681	0.004150106	0.186772937
kpg28240022	14	63590209	KCNH5 RHOJ	ENST00000554921	ENSE00002440324	63589751	63590478	1.044799678	0.00419791	0.186772937
kpg1351230	12	1615702	ERC1 FBXL14	ENST00000515614	ENSE00002050114	1615325	1616484	0.876052262	0.004351825	0.186772937
kpg17206651	6	86099238	LOC100289423 NT5E	ENST00000455071	ENSE00001534969	86096937	86099275	1.629168927	0.004664995	0.186772937
kpg5192641	15	101402677	LOC145757 ALDH1A3	ENST00000431060	ENSE00001634368	101401151	101404501	-1.011451735	0.004892666	0.186772937
kpg2218499	11	12094474	DKK3 MICAL2	ENST00000476130	ENSE00002161996	12093738	12094561	1.930381197	0.004927925	0.186772937
kpg20001589	15	101401627	LOC440313 LOC145757	ENST00000431060	ENSE00001634368	101401151	101404501	-3.004412445	0.004951727	0.186772937
kpg11188776	15	83380801	LOC338963 SCARNA15	ENST00000559533	ENSE00002567720	83380428	83381059	-1.705947987	0.018768378	0.187304675
kpg5362706	6	4494738	PECI KU-MEL-3	ENST00000563079	ENSE00002597644	4494116	4496003	1.807303408	0.019441691	0.187304675
P1_M_061510	22	37750028	CYTH4 ELFN2	ENST00000445088	ENSE00001716394	37749166	37750879	1.652570676	0.019979165	0.187304675
kpg3193478	5	114541887	TRIM36 PGGT1B	ENST00000507241	ENSE00002051389	114539713	114541943	-1.55858365	0.021353641	0.195741708
kpg2895431	8	135809943	ZFAT LOC286094	ENST00000568248	ENSE00002623781	135804263	135810515	-1.231092058	0.022970677	0.196490735
kpg980003	22	27260138	MIAT MN1	ENST00000434868	ENSE00001619874	27258220	27261749	-1.144045484	0.02302917	0.196490735
kpg11614861	3	44162281	ABHD5 LOC375337	ENST00000568686	ENSE00002586185	44163857	44163857	1.800346072	0.023221632	0.196490735
rs248426	21	19397062	NCRNA00157 CHODL	ENST00000432412	ENSE00001631862	19396997	19397067	-1.519316596	0.023847311	0.196740311
kpg9414003	3	149796705	TMEM183B TSC22D2	ENST00000464673	ENSE00001870543	149795281	149797168	1.799071306	0.005469968	0.200068227
kpg15472411	1	234765083	IRF2BP2 PP2672	ENST00000429269	ENSE00001620425	234765057	234765493	1.141439982	0.025020374	0.2013835
kpg298117	1	23613063	HTR1D HNRNPR	ENST00000566551	ENSE00002595853	23607802	23613245	-2.28071209	0.006005533	0.208514251
rs16866875	2	227045239	KIAA1486 IRS1	ENST00000423838	ENSE00001659923	227044760	227045841	1.146355748	0.006054501	0.208514251
kpg10683194	5	33011467	C5orf73 TARS	ENST00000511840	ENSE00002058225	33011428	33011666	1.10630531	0.006219149	0.208514251
kpg1836189	3	149796437	TMEM183B TSC22D2	ENST00000464673	ENSE00001870543	149795281	149797168	1.179853952	0.027974203	0.213729189
kpg12988648	11	34595521	ELF5 EHF	ENST00000527135	ENSE00002160386	34595094	34595529	-1.142567022	0.02821073	0.213729189
kpg10723230	22	27261049	MIAT MN1	ENST00000434868	ENSE00001619874	27258220	27261749	-1.274675357	0.028497225	0.213729189
rs11638941	15	39481950	LOC100289563 C15orf54	ENST00000560743	ENSE00002543139	39480639	39482367	1.942420925	0.006778515	0.217861163
kpg19744351	15	69760660	RPLP1 LOC145837	ENST00000560882	ENSE00002551439	69760512	69760732	-1.385650177	0.006858926	0.217861163
kpg21951608	10	6628291	LOC439949 SFMBT2	ENST00000561822	ENSE00002589425	6628186	6628882	0.79934684	0.007197427	0.222751135
kpg19867990	15	39481757	LOC100289563 C15orf54	ENST00000560743	ENSE00002543139	39480639	39482367	1.609221665	0.007687699	0.226882838
kpg12383819	4	171197775	AADAT LOC441052	ENST00000504509	ENSE00002074740	171197733	171197826	0.972684429	0.007706874	0.226882838
kpg7408566	2	221662520	SLC4A3 EPHA4	ENST00000424395	ENSE00001644598	221662181	221662613	1.800674946	0.025354821	0.229534839
kpg27622817	12	65938237	MSRB3 RPSAP52	ENST00000511935	ENSE00002027971	65938018	65938271	2.177091204	0.026013948	0.229534839
kpg1897448	15	72758104	LOC100130579 ARIH1	ENST00000568345	ENSE00002623050	72757469	72758603	-0.975916816	0.008104192	0.232899046
kpg11437032	18	12775308	PSMG2 PTPN2	ENST00000563722	ENSE00002613997	12774650	12775922	-1.453249776	0.032236655	0.236402137
rs7842777	8	10335032	MSRA LOC346702	ENST00000520494	ENSE00002093248	10335001	10335291	-1.590276363	0.029314091	0.241212187
kpg18936391	12	65952039	MSRB3 RPSAP52	ENST00000546198	ENSE000020266124	65951914	65952594	1.508028319	0.029765741	0.241212187
kpg27097887	3	20429867	SGOL1 VENTXP7	ENST00000566804	ENSE00002605809	20429741	20432054	-1.597186214	0.030565684	0.241212187
kpg15238766	1	153163393	SPRR2G LELP1	ENST00000427145	ENSE00001706753	153162555	153164152	1.543347586	0.031037983	0.241212187
kpg343459	2	231559416	SP100 CAB39	ENST00000415174	ENSE00001532135	231559266	231559961	1.467519281	0.032446047	0.241212187
rs12216831	8	125847357	MTSS1 LOC157381	ENST00000533496	ENSE00002167542	125847126	125847385	1.562720306	0.032604461	0.241212187
kpg9820410	4	142246106	ZNF330 LOC100286983	ENST00000509161	ENSE00002080359	142244576	142247161	-1.6395808	0.032956666	0.241212187
kpg16460548	16	1029750	LMF1 LOC100287129	ENST00000568394	ENSE00002581746	1029140	1031590	-1.891571214	0.034092394	0.244575871
kpg8109853	14	77534098	C14orf4 KIAA1737	ENST00000500215	ENSE00001980448	77533452	77535846	-1.710594977	0.034987235	0.248405374
kpg7778226	22	27302631	MIAT MN1	ENST00000447149	ENSE00001698602	27302541	27302730	-1.502248376	0.036410958	0.248405374
kpg8223382	5	103820340	NUD12 RAB9P1	ENST00000503650	ENSE00002041125	103819905	103820353	1.565691479	0.036432788	0.248405374
kpg19629373	14	77534214	C14orf4 KIAA1737	ENST00000500215	ENSE00001980448	77533452	77535846	-1.109528705	0.008909636	0.250091417
kpg995924	1	18562619	LOC100288079 HMCN1	ENST00000569292	ENSE00002629872	185625609	185626300	1.387281167	0.009569766	0.254735375
kpg15464389	1	234770330	IRF2BP2 PP2672	ENST00000429269	ENSE00001771955	234768694	234770526	1.098561587	0.009856195	0.254735375
kpg10310964	13	73987741	KLF5 LOC647281	ENST00000443621	ENSE00001781497	73987610	73987773	-1.510445726	0.009962044	0.254735375
rs11794563	9	132044938	IER5L C9orf106	ENST00000455981	ENSE00001702211	132044737	132044971	-1.420813826	0.010043882	0.254735375
kpg207074	1	234770462	IRF2BP2 PP2672	ENST00000429269	ENSE00001771955	234768694	234770526	1.08515317	0.010130322	0.254735375
kpg19923777	15	39482182	LOC100289563 C15orf54	ENST00000560743	ENSE00002543139	39480639	39482367	1.896972305	0.011171173	0.265113513
rs1321991	1	185625971	LOC100288079 HMCN1	ENST00000569292	ENSE00002629872	185625609	185626300	1.572725928	0.011215597	0.265113513
kpg9096968	1	23612144	HTR1D HNRNPR	ENST00000566551	ENSE00002595853	23607802	23613245	-1.46755886	0.011276754	0.265113513
kpg7930055	16	81993974	PLCG2 SDR42E1	ENST00000564138	ENSE00002630315	81993524	81996298	-1.797639125	0.011551053	0.265113513
rs1421140	7	130123625	TSGA14 MEST	ENST00000562524	ENSE00002587446	130121332	130124233	-1.509432008	0.011641273	0.265113513
kpg353625	14	85991637	SEL1L FLRT2	ENST00000380722	ENSE00001486019	85991477	85991851	0.918414076	0.012108415	0.265820453
kpg13933296	17	70068543	LOC124685 SOX9	ENST00000419257	ENSE00001784948	70068474	70068983	-1.267974462	0.012484023	0.265820453
kpg1525997	12	1615724	ERC1 FBXL14	ENST00000515614	ENSE00002050114	1615325	1616484	0.740470894	0.01261579	0.265820453
kpg7398633	11	69242990	MYEOV CCND1	ENST00000545202	ENSE00002320990	69242131	69244389	1.008591614	0.013038541	0.265820453
kpg10784882	12	66006774	MSRB3 RPSAP52	ENST00000541391	ENSE00002229891	66006472	66006777	1.038151964	0.013186082	0.265820453
rs10514804	2	47563573	BCYRN1 EPCAM	ENST00000418539	ENSE00001641977	47558199	47571656	-0.930608732	0.013294953	0.265820453
rs2236000	11	32164835	RCN1 WT1	ENST00000525133	ENSE00002145809	32164690	32165125	1.338063156	0.013486145	0.265820453
kpg20522819	8	135809850	ZFAT LOC286094	ENST00000568248	ENSE00002623781	135804263	135810515	-1.56221932	0.013584142	0.265820453
kpg8325261	1	143186374	LOC100289550 LOC10013	ENST00000437267	ENSE00001766550	143186154	143186607	-0.880216638	0.013687466	0.265820453
rs1055813	14	85886214	SEL1L FLRT2	ENST00000557155	ENSE00002467826	85886028	85886396	1.085724548	0.014033428	0.265820453
kpg9850795	16	83833051	CDH13 HSBP1	ENST00000567109	ENSE00002630405	83831266	83834245	1.217061754	0.014094871	0.265820453
rs2248625	12	66006488	MSRB3 RPSAP52	ENST00000541391	ENSE00002229891	66006472	66006777	0.99982546	0.01447814	0.266555188
kpg6657500	17	70068663	LOC124685 SOX9	ENST00000419257	ENSE00001784948	70068474	70068983	-1.508954755	0.014575512	0.266555188
rs2292480	1	212640367	LOC100287008 LOC10028	ENST00000439570	ENSE00001732188	212640158	212640439	-1.090822061	0.04109040	

kpg9735261	4	106061668	LOC728847 TET2	ENST00000504082	ENSE00002028435	106061667	106061776	-1.5716652	0.017888439	0.296514601
kpg11192799	16	63094271	CDH8 CDH11	ENST00000563003	ENSE00002627024	63094198	63094314	0.670937727	0.018208293	0.296514601
kpg10789307	16	81993629	PLCG2 SDR42E1	ENST00000564138	ENSE00002630315	81993524	81996298	-1.666530107	0.01847692	0.296514601
kpg18581058	9	96939087	PTPDC1 ZNF169	ENST00000416309	ENSE00001793816	96938884	96940013	-0.890378497	0.018826877	0.296514601
kpg22826151	1	147816419	NBPF11 LOC100132057	ENST00000452996	ENSE00001623768	147816357	147816764	-0.879241471	0.018898025	0.296514601
rs759497	17	70026560	LOC124685 SOX9	ENST00000538693	ENSE00002240848	70026432	70026992	-1.669606778	0.019070334	0.296514601
kpg322149	2	227045550	KIAA1486 IRS1	ENST00000423838	ENSE00001659923	227044760	227045841	0.955791412	0.019195931	0.296514601
kpg8201997	4	185540373	IRF2 CASP3	ENST00000502080	ENSE00002120235	185540043	185540471	0.651050389	0.01953377	0.296514601
kpg31098924		7986173	PNPLA4 LOC100288723	ENST00000422160	ENSE00001648336	7986097	7986201	0.670791037	0.020146321	0.296514601
kpg22649205	5	43015068	LOC100288522 LOC64898	ENST00000503152	ENSE00002079428	43014838	43015252	0.68072667	0.020454308	0.296514601
kpg28517124	15	101404400	LOC145757 ALDH1A3	ENST00000431060	ENSE00001634368	101401151	101404501	-1.161016243	0.020474477	0.296514601
kpg20028810	15	69760627	RPLP1 LOC145837	ENST00000506082	ENSE00002551439	69760512	69760732	-0.650857746	0.020503987	0.296514601
rs12767790	10	70240115	DNA2 SLC25A16	ENST00000439904	ENSE00001658409	70239548	70240521	-1.600488115	0.020851192	0.296514601
kpg29152561	4	158587962	LOC340017 C4orf18	ENST00000507296	ENSE00002024944	158587823	158588196	-1.132772575	0.021152084	0.296514601
kpg378470	12	8449289	LOC653113 LOC389634	ENST00000509919	ENSE00002028173	8449260	8450140	-0.760279707	0.021285954	0.296514601
kpg22766780	21	46414406	C21orf70 NCRNA00162	ENST00000569966	ENSE00002621024	46414277	46415100	1.064977619	0.021333857	0.296514601
kpg24285429	9	3671575	RFX3 GLIS3	ENST00000457566	ENSE00001687028	3671474	3671646	-0.810842659	0.021755146	0.296514601
kpg13310554	7	17503099	AHR SNX13	ENST00000451792	ENSE00001773349	17503069	17503166	-0.869398498	0.021780671	0.296514601
kpg16359826	16	1026720	LMF1 LOC100287129	ENST00000565467	ENSE00002593914	1025761	1027029	-2.499666773	0.02214865	0.296514601
kpg19017457	12	1615907	ERC1 FBXL14	ENST00000515614	ENSE00002050114	1615325	1616484	0.732337569	0.022706071	0.296514601
kpg8477390	10	47096896	PPYR1 LOC728643	ENST00000422732	ENSE00001719699	47096454	47098649	0.737108521	0.023066522	0.296514601
kpg2719408	4	40318894	RHOH CHRNA9	ENST00000510551	ENSE00002087317	40318502	40318997	0.839616235	0.023167748	0.296514601
kpg1478336	11	67394604	LOC390213 NUDT8	ENST00000533311	ENSE00002187408	67394518	67394775	1.254306432	0.023373302	0.296514601
kpg8107570	5	27477815	CDH9 LOC729862	ENST00000514255	ENSE00002073910	27477746	27477908	-0.979804046	0.023565329	0.296514601
kpg9110312	2	156881093	KCNJ3 NR4A2	ENST00000448255	ENSE00001719938	156880978	156881125	-2.240714513	0.023730576	0.296514601
kpg24656135	22	27261593	MIAT MN1	ENST00000434868	ENSE00001619874	27258220	27261749	-1.592174113	0.023792945	0.296514601
kpg26338162	6	143277622	HIVEP2 AIG1	ENST00000421237	ENSE00001750667	143277581	143277835	0.876215058	0.02382926	0.296514601
kpg28927962	8	123426668	HAS2AS LOC100131552	ENST00000533992	ENSE00002158567	123426571	123426794	1.043804332	0.024945948	0.303709131
kpg3548794	4	11476533	HS3ST1 HSP90AB2P	ENST00000515343	ENSE00002070051	11476384	11479820	-1.337289504	0.025936191	0.303709131
kpg12153866	14	53992760	DDHD1 BMP4	ENST00000425648	ENSE00001776897	53992529	53992960	0.800257862	0.025946659	0.303709131
rs456699	16	83833689	CDH13 HSBP1	ENST00000567109	ENSE00002630405	83831266	83834245	1.536320846	0.025962229	0.303709131
kpg12575988	5	27489430	CDH9 LOC729862	ENST00000514844	ENSE00002045005	27489389	27489493	-1.22201381	0.026242582	0.303709131
kpg8993757	7	14969946	ATP6V0E2 LOC100286961	ENST00000565102	ENSE00002598017	149697841	149700167	-0.654933813	0.026258011	0.303709131
kpg15759811	1	234770102	IRF2BP2 PP2672	ENST00000429269	ENSE00001771955	234768694	234770526	0.833574404	0.026317409	0.303709131
kpg10943768	3	195677146	LOC727978 SDHALP1	ENST00000570130	ENSE00002622318	195676059	195679566	-0.881715367	0.026459846	0.303709131
kpg319249	14	21513917	RNASE7 RNASE8	ENST00000554568	ENSE00002516697	21511515	21514097	0.73274517	0.026921342	0.303709131
rs17780828	16	83833126	CDH13 HSBP1	ENST00000567109	ENSE00002630405	83831266	83834245	1.007395313	0.027249172	0.303709131
kpg1106628	16	1026187	LMF1 LOC100287129	ENST00000568394	ENSE00002595585	1025761	1026400	-1.048494821	0.027425577	0.303709131
kpg553755	9	94912677	LOC100128076 LOC13865	ENST00000415471	ENSE00001624865	94912663	94912782	-0.821063124	0.027426922	0.303709131
kpg17356297	6	26686534	ZNF322A GUSBL1	ENST00000562904	ENSE00002603318	26686469	26688192	-0.675581862	0.028224996	0.306948662
kpg10981302	2	52953908	LOC730100 ASB3	ENST00000443237	ENSE00001712807	52953810	52953956	0.924652059	0.028285866	0.306948662
kpg4163244	8	102180742	YVH4Z ZNF706	ENST00000565617	ENSE00002623035	102179033	102181857	-0.794351464	0.028482395	0.306948662
kpg1806364	4	185925755	ACSL1 HELT	ENST00000505053	ENSE00002024490	185925654	185926340	-1.395462533	0.050525955	0.31032423
kpg2976383	8	10338456	MSRA LOC346702	ENST00000518098	ENSE00002137308	10338056	10338496	-1.228113731	0.050965784	0.31032423
rs10831729	11	12110957	DKK3 MICAL2	ENST00000527997	ENSE00002178930	12110669	12110988	1.084943621	0.051295071	0.31032423
kpg25283399	1	23612142	HTR1D HNRNPR	ENST00000566551	ENSE00002595853	23607802	23613245	-1.27572205	0.052053241	0.31032423
kpg8268647	4	185910223	ACSL1 HELT	ENST00000505053	ENSE00002041220	185910151	185910374	-1.152289007	0.054809043	0.31032423
rs1941075	18	12774848	PSMG2 PTPN2	ENST00000563722	ENSE00002613997	12774650	12775922	-1.424332805	0.05596512	0.31032423
rs7593863	2	12855750	LOC729992 LOC10028824	ENST00000569860	ENSE00002607395	12855541	12856353	-1.494584127	0.056581197	0.31032423
kpg380508	11	46260460	PHF21A CREB3L1	ENST00000530049	ENSE00002168074	46260290	46260818	1.388443091	0.056993397	0.31032423
kpg8133391	9	33699329	PTENP1 PRSS3	ENST00000566968	ENSE00002591924	33697457	33700984	1.652755904	0.05704755	0.31032423
kpg30444589	5	175603339	FAM153B LOC643201	ENST00000515403	ENSE00002085036	175603285	175603453	0.965540061	0.057362964	0.31032423
rs533483	1	234765256	IRF2BP2 PP2672	ENST00000429269	ENSE00001620425	234765057	234765493	1.045794654	0.059412295	0.314164956
kpg5762526	4	185910363	ACSL1 HELT	ENST00000505053	ENSE00002041220	185910151	185910374	-1.276523734	0.060043953	0.318520505
kpg6987718	12	1612166	ERC1 FBXL14	ENST00000515614	ENSE00002028096	1611627	1612636	0.968660122	0.061708054	0.318520505
kpg3482504	20	258445433	FAM182B LOC100134868	ENST00000424021	ENSE00001770202	25844905	25845903	-1.292021561	0.061773674	0.318520505
kpg17875518	3	44162104	ABHD5 LOC375337	ENST00000568686	ENSE00002586185	44158791	44163857	1.259563455	0.063596217	0.322757585
kpg22758386		134531624	ZNF449 NCRNA00086	ENST00000439434	ENSE00001751572	134531318	134531689	-1.191285801	0.064642207	0.322757585
kpg4610052	6	134824563	SGK1 LOC645175	ENST00000456749	ENSE00001676049	134823926	134825157	0.992311108	0.065851883	0.322757585
kpg20879775	4	185926593	ACSL1 HELT	ENST00000505053	ENSE00002024490	185926340	185926640	-1.501082256	0.066057624	0.322757585
kpg578685	21	26887881	NCRNA00158 MIRHG2	ENST00000419694	ENSE00001669365	26887785	26888767	1.314108235	0.050584007	0.322876638
kpg10926979	14	71107942	MED6 TTC9	ENST00000500016	ENSE00001965431	71107725	71108015	-0.892019938	0.03076734	0.323574802
kpg3348927	4	125421750	LOC100289258 ANKRD50	ENST00000563724	ENSE00002600455	125421097	125422149	0.740293095	0.030928367	0.323574802
kpg5162755	18	12775013	PSMG2 PTPN2	ENST00000563722	ENSE00002613997	12774650	12775922	-1.565374115	0.031097496	0.323574802
kpg7907385	14	70950294	ADAM21 ADAM20	ENST00000556964	ENSE00002478502	70950152	70950473	-0.918692902	0.069130602	0.325578236
rs1856197	9	33698114	PTENP1 PRSS3	ENST00000566968	ENSE00002591924	33697457	33700984	1.34231282	0.069467071	0.325578236
rs1765372	9	33699373	PTENP1 PRSS3	ENST00000566968	ENSE00002591924	33697457	33700984	1.428342253	0.070048651	0.325578236
kpg2664414	2	95538078	TEKT4 LOC100289554	ENST00000568768	ENSE00002576720	95533231	95539050	-1.333412366	0.053713613	0.331160111
rs7224456	17	26592020	PPY2 FLJ40504	ENST00000564762	ENSE00002585454	26590660	26593395	1.309342963	0.054089485	0.331160111
kpg1869919	3	177402761	TBL1XR1 KCNMB2	ENST00000423466	ENSE00001744151	177402732	177402802	1.05569289	0.032180334	0.331980027
kpg12556318	18	12775827	PSMG2 PTPN2	ENST00000563722	ENSE00002613997	12774650	12775922	-1.690062964	0.032643188	0.332178302
rs11227191	11	65209285	NCRNA00084 MALAT1	ENST00000501122	ENSE00001961965	65190269	65213011	-1.162772774	0.033545064	0.332178302
rs4798937	18	77854537	C18orf22 ADNP2	ENST00000569722	ENSE00002591961	77853168	77854968	-0.64486344	0.033753469	0.332178302
kpg17704603	3	156800634	LEKR1 CCN1L1	ENST00000471357	ENSE00001879700	156799456	156801064	0.675709145	0.034195859	0.332178302
kpg27848408	12	126845045	TMEM132B LOC10028870	ENST00000536639	ENSE00002273467	126844647	126845611	-0.902779855	0.034320798	0.332178302
kpg7941860	2	47563683	BCYRN1 EPCAM	ENST00000418539	ENSE00001641977	47558199	47571656	-0.813381274	0.034375503	0.332178302
rs285										

kpg15517179	1	222087825	DUSP10 LOC100129950	ENST00000433576	ENSE00001758366	222087765	222087873	2.454234293	0.011041264	0.332429421
kpg8037842	14	62570323	SYT16 FLJ43390	ENST00000554252	ENSE00002439671	62570096	62570499	2.401872053	0.01197438	0.332429421
rs523351	18	4295347	LOC284215 LOC642597	ENST00000565811	ENSE00002615565	4293160	4295405	-2.421413408	0.012102758	0.332429421
rs17173563	10	48331883	LOC653110 ZNF488	ENST00000454672	ENSE00001704522	48331809	48332197	-2.426293967	0.013214618	0.332429421
rs2046701	4	27211040	STIM2 PCDH7	ENST00000382007	ENSE00001490576	27209127	27211372	2.316722346	0.013398857	0.332429421
kpg13544745	7	124791507	POT1 GRM8	ENST00000454957	ENSE00001716537	124791380	124791830	-2.957555934	0.013970912	0.332429421
kpg4267232	4	188225262	FAT1 ZFP42	ENST00000511385	ENSE00002073108	188225237	188225621	-2.539968002	0.014203553	0.332429421
kpg8885108	4	74580017	RASSF6 IL8	ENST00000436089	ENSE00001754580	74579883	74580244	2.269638069	0.015180624	0.332429421
kpg19273385	20	51474899	ZFP64 TSHZ2	ENST00000426963	ENSE00001648389	51474877	51475046	-2.255956888	0.015371494	0.332429421
kpg12164816	2	47567102	BCYRN1 EPCAM	ENST00000418539	ENSE00001641977	47558199	47571656	-2.213801308	0.015435245	0.332429421
kpg391218	3	153658575	LOC152118 SGEF	ENST00000463297	ENSE00001915943	153658322	153658625	2.525910583	0.01603349	0.332429421
kpg10065947	12	65938148	MSRB3 RPSAP52	ENST00000511935	ENSE00002027971	65938018	65938271	2.148659218	0.016882349	0.332429421
kpg10872571	17	11465720	FLJ45455 LOC100289291	ENST00000528745	ENSE00002184577	11464473	11467380	-2.318334393	0.017696976	0.332429421
kpg20757537	4	95676006	PDLIM5 BMPR1B	ENST00000510795	ENSE00002043200	95675981	95676056	2.258937018	0.018251437	0.332429421
kpg5118555	4	14280961	CD83 JARID2	ENST00000427276	ENSE00001723124	14280358	14283419	2.482989989	0.018459594	0.332429421
rs2278055	16	76141342	LOC100289629 CNTNAP4	ENST00000564561	ENSE00002629788	76141181	76141401	3.476391486	0.019243387	0.332429421
kpg9786837	16	58467739	GINS3 NDRG4	ENST00000567448	ENSE00002578209	58467714	58467852	2.285340895	0.020066814	0.332429421
kpg30787634	1	118469017	PGRCM1 SLC25A43	ENST00000428222	ENSE00001764461	118467013	118469573	3.209321712	0.02103253	0.332429421
kpg7460813	10	7139472	LOC439949 SFMBT2	ENST00000420049	ENSE00001641917	7139404	7139637	1.995097134	0.021437605	0.332429421
rs897067	2	3891792	LOC728597 SOX11	ENST00000451101	ENSE00001607396	3891774	3892232	2.419863892	0.022114395	0.332429421
kpg8105254	12	89405221	KITLG DUSP6	ENST00000500381	ENSE00001976792	89404458	89407094	2.319399292	0.022668933	0.332429421
rs2285935	11	2014646	LOC100133545 H19	ENST00000418612	ENSE00001677397	2014485	2014699	-1.964742764	0.024288274	0.332429421
rs3740218	10	9801169	GATA3 SFTA1P	ENST00000419836	ENSE00001606593	9801042	9801200	1.881764496	0.025317854	0.332429421
kpg30710920	18	1874722	ASMT	ENST00000432272	ENSE00001667046	1874577	1874878	2.458898281	0.026388986	0.332429421
kpg4024529	2	3894919	LOC728597 SOX11	ENST00000451101	ENSE00001772647	3894744	3895001	2.800120288	0.026684231	0.332429421
kpg8054489	4	188336850	FAT1 ZFP42	ENST00000503677	ENSE00002020154	188336464	188336851	-1.829653462	0.027987593	0.332429421
kpg16968552	6	14280888	CD83 JARID2	ENST00000427276	ENSE00001723124	14280358	14283419	1.968067395	0.028637266	0.332429421
kpg4869442	17	11465536	FLJ45455 LOC100289291	ENST00000528745	ENSE00002184577	11464473	11467380	-1.777049739	0.030257602	0.332429421
kpg28500	14	51800136	TMX1 FRMD6	ENST00000556479	ENSE00002430341	51800111	51800282	1.777312752	0.030563002	0.332429421
rs3828088	1	222087833	DUSP10 LOC100129950	ENST00000433576	ENSE00001758366	222087765	222087873	1.782442401	0.030887294	0.332429421
rs17028166	2	103603960	TMEM182 LOC644265	ENST00000435291	ENSE00001699112	103603952	103604071	-1.771859799	0.031387776	0.332429421
kpg6338384	1	94798858	ARHGAP29 ABCD3	ENST00000418242	ENSE00001609430	94798823	94798965	1.782546243	0.032152443	0.332429421
kpg5212323	12	68323030	DYRK2 IFNG	ENST00000545520	ENSE00002285526	68323015	68323167	1.750208875	0.032679939	0.332429421
kpg22152625	5	1546912	LPCAT1 SDHAP3	ENST00000503113	ENSE00002023116	1546874	1547080	-1.723768383	0.032805739	0.332429421
kpg6798649	2	213661416	ERBB4 LOC646249	ENST00000434559	ENSE00001604224	213660735	213661444	-1.726892975	0.032806687	0.332429421
kpg22773306	4	174389179	SCRG1 HAND2	ENST00000563631	ENSE00002606014	174388984	174391192	-1.782052832	0.032872632	0.332429421
kpg1745820	6	14282023	CD83 JARID2	ENST00000427276	ENSE00001723124	14280358	14283419	2.105361354	0.033821232	0.332429421
kpg20969292	4	27278734	STIM2 PCDH7	ENST00000512873	ENSE00002054503	27278487	27278915	-2.235574686	0.034006301	0.332429421
kpg13165363	21	46410200	C21orf70 NCRNA00162	ENST00000439088	ENSE00001802548	46409779	46411747	1.788333102	0.037303476	0.332429421
kpg8059973	6	168082315	LOC401286 LOC441178	ENST00000400831	ENSE00001612490	168080306	168082617	1.635071309	0.038176663	0.332429421
kpg12051842	8	130229164	PVT1 LOC100287906	ENST00000509893	ENSE00002036854	130228728	130229652	1.693722095	0.039108997	0.332429421
kpg15851967	1	246845799	C1orf71 SCCPDH	ENST00000570141	ENSE00002627157	246845410	246848377	-1.610980391	0.040111895	0.332429421
kpg19798877	15	45740904	C15orf48 SLC30A4	ENST00000559869	ENSE00002543658	45740625	45740999	-1.626720873	0.040837856	0.332429421
rs6922929	6	19044000	RNF144B ID4	ENST00000447237	ENSE00001721861	19043980	19044144	-2.011696465	0.042317781	0.332429421
rs855434	9	33700901	PTENP1 PRSS3	ENST00000566968	ENSE00002591924	33697457	33700984	1.572764045	0.042665455	0.332429421
kpg20927850	4	188228281	FAT1 ZFP42	ENST00000511385	ENSE00002054563	188228260	188228423	-2.343096989	0.042676203	0.332429421
rs4806397	19	28909671	LOC148189 LOC148145	ENST00000567877	ENSE00002576754	28909390	28910818	1.786917958	0.042941753	0.332429421
rs3286	7	93693901	BET1 COL1A2	ENST00000415536	ENSE00001681093	93693738	93694035	2.550532567	0.043333979	0.332429421
kpg24074524	2	52949839	LOC730100 ASB3	ENST00000443237	ENSE00001746572	52949815	52950001	1.585755989	0.044961277	0.332429421
kpg1195553	5	33245067	C5orf23 TARS	ENST00000503577	ENSE00002066006	33244958	33245162	1.541311629	0.045070292	0.332429421
kpg2520325	4	166613474	CPE TLL1	ENST00000507838	ENSE00002079374	166613328	166613497	1.555858601	0.045494599	0.332429421
kpg13579960	7	20345477	MACC1 ITGB8	ENST00000455373	ENSE00001787242	20345334	20345646	1.534677942	0.046197557	0.332429421
kpg22542490	5	139121182	CXCC5 PSD2	ENST00000515306	ENSE00002047047	139120934	139121225	1.773456365	0.046368094	0.332429421
kpg10346659	7	51682035	LOC100131871 DKFZp564	ENST00000414409	ENSE00001688459	51681947	51682342	1.518880986	0.046919241	0.332429421
kpg9704923	6	30756596	IER3 DDR1	ENST00000439406	ENSE00001653297	30756468	30756649	2.204625396	0.046938828	0.332429421
rs11585865	1	209541248	PLXNA2 LOC642587	ENST00000443636	ENSE00001715807	209541234	209541357	1.642481105	0.047268519	0.332429421
kpg17759655	3	177652615	TBL1XR1 KCNMB2	ENST00000450500	ENSE00001709656	177652611	177652711	-1.544767584	0.048488127	0.334514817
rs5997130	22	27258653	MIAT MN1	ENST00000434868	ENSE00001619874	27258220	27261749	-1.497737738	0.050874544	0.334514817
kpg4997265	14	51426659	PYGL TRIM9	ENST00000553648	ENSE00002451667	51422977	51427333	-1.624342383	0.05161452	0.334514817
rs7323288	13	45657195	KIAA1704 GTF2F2	ENST00000437748	ENSE00001761242	45657173	45657260	1.558123214	0.052512919	0.334514817
kpg602848	17	16918025	TNFRSF13B MPRIP	ENST00000562897	ENSE00002580335	16915228	16918304	-1.458805561	0.052575604	0.334514817
kpg4960635	7	93695755	BET1 COL1A2	ENST00000438538	ENSE00001771519	93695679	93695973	1.461620046	0.053330809	0.334514817
kpg2825390	22	27259888	MIAT MN1	ENST00000434868	ENSE00001619874	27258220	27261749	-1.454980344	0.05461474	0.334514817
kpg10458664	7	26594478	KIAA0087 LOC285941	ENST00000457000	ENSE00001792454	26594428	26594538	1.603874222	0.055264144	0.334514817
kpg26644528	3	64072949	LOC100287879 PRICKLE2	ENST00000485805	ENSE00002071040	64072553	64073039	1.527612851	0.056133184	0.334514817
kpg671519	11	57812244	OR6Q1 OR9I1	ENST00000526131	ENSE00002143143	57811582	57812814	1.416396469	0.056763671	0.334514817
kpg25790336	16	50673665	NKD1 SNX20	ENST00000565077	ENSE00002621561	50671504	50674771	1.48134543	0.05678227	0.334514817
kpg7857501	6	107144167	QRSL1 LOC553137	ENST00000424162	ENSE00001693072	107144150	107144275	1.457090098	0.056922102	0.334514817
kpg11795975	10	5637535	CALML3 ASB13	ENST00000478294	ENSE00001928580	5636954	5637542	0.999239351	0.05810012	0.335059572
kpg10715219	20	23170450	LOC200261 NXT1	ENST00000411595	ENSE00001684449	23170420	23170944	-1.281589913	0.056318365	0.335476705
kpg22376337	5	10197505	LOC285692 FAM173B	ENST00000566945	ENSE00002600148	10195233	10197740	-1.38548203	0.05703104	0.335476705
kpg26681046	3	177040959	TBL1XR1 KCNMB2	ENST00000425388	ENSE00001591376	177039217	177041206	1.521334169	0.058004572	0.336269751
kpg28835642	8	102181652	YVHAZ ZNF706	ENST00000565617	ENSE00002623035	102179033	102181857	-1.506928416	0.036716544	0.340319833
kpg7134298	1	235097240	PP2B72 TOMM20	ENST00000458044	ENSE00001789725	235097123	235097313	0.646596326	0.037119716	0.340319833
kpg1200480	16	1027069	LMF1 LOC100287129	ENST00000565069	ENSE00002607939	1026521	1027093	-1.70148615	0.037642319	0.340319833
kpg7576805	15	101403655	LOC145757 ALDH1A3	ENST00000431060	ENSE00001634368	101401151	101404501	-1.435200169	0.037944336	0.340319833
rs405478	16	83832304	CDH13 HSBP1							

rs10874868	1	95087398	F3 SLC44A3	ENST00000435559	ENSE00001601116	95086707	95087512	-0.894482618	0.041276646	0.340319833
kpg19796156	15	45804615	SLC30A4 C15orf21	ENST00000506047	ENSE00002620391	45804571	45804647	-0.86928886	0.041465396	0.340319833
kpg18101736	3	156799531	LEKR1 CCN1	ENST00000471357	ENSE00001879700	156799456	156801064	0.685503625	0.04168787	0.340319833
kpg22810706	13	48506435	HTR2A SUCLA2	ENST00000566385	ENSE00002595049	48504290	48506757	0.620691363	0.041715837	0.340319833
kpg11424248	11	73639711	PAAF1 DNAJB13	ENST00000535936	ENSE00002217938	73639578	73639855	-1.513597261	0.041997234	0.340319833
kpg12161256	17	70085422	LOC124685 SOX9	ENST00000419257	ENSE00001766642	70085228	70085816	-1.026775577	0.042011313	0.340319833
kpg893021	3	20431317	SGOL1 VENTXP7	ENST00000566804	ENSE00002605809	20429741	20432054	-1.38684484	0.059965705	0.342422567
kpg11539052	4	11770411	HS3ST1 HSP90AB2P	ENST00000515286	ENSE00002065709	11770352	11770434	-2.296213573	0.06108266	0.342422567
kpg6435531	14	71077857	MED6 TTC9	ENST00000500016	ENSE00001980392	71075515	71078067	-1.41282088	0.061460461	0.342422567
kpg11174771	7	56561056	LOC100132050 DKFZp434	ENST00000566570	ENSE00002614277	56560817	56564978	1.317358445	0.059492166	0.343224037
kpg30296223	5	175612262	LOC643201 C5orf25	ENST00000508056	ENSE00002083677	175612104	175612345	1.404437764	0.064376478	0.345948908
kpg6622479	1	200447186	ZNF281 KIF14	ENST00000427825	ENSE00001737494	200447096	200447421	1.402606087	0.065279612	0.345948908
kpg19201897	20	23170707	LOC200261 NXT1	ENST00000411595	ENSE00001684449	23170420	23170944	-1.447407468	0.065892676	0.345948908
rs1492171	3	162919329	OTOL1 LOC730129	ENST00000494897	ENSE00001816915	162919326	162919405	1.391949654	0.06596649	0.345948908
kpg1878039	12	126845541	TMEM132B LOC10028870	ENST00000536639	ENSE00002273467	126844647	126845611	-1.845047314	0.066125432	0.345948908
rs17055549	4	171204193	AADAT LOC441052	ENST00000504509	ENSE00002064375	171203902	171204230	0.96765404	0.07555886	0.34631144
kpg9791115	1	158102020	KIRREL CD1D	ENST00000442358	ENSE00001705002	158101834	158102191	2.084141496	0.043279139	0.347800931
kpg7633219	14	21175150	RNASE4 FAM12A	ENST00000554286	ENSE00002486764	21174906	21175279	-1.090456641	0.043511136	0.347800931
kpg18764117	12	89408584	KITLG DUSP6	ENST00000500381	ENSE00001990176	89408469	89408645	0.710216488	0.04253159	0.350519904
kpg6065494	3	30566257	RBMS3 TGFBR2	ENST00000450746	ENSE00001692853	30566237	30566318	0.729787749	0.045329608	0.350519904
rs727632	5	9060909	LOC729040 ARRDC3	ENST00000513626	ENSE00002034273	90606838	90609046	-1.234019768	0.045348362	0.350519904
rs16990157	20	44076324	LOC100130157 WFDC2	ENST00000424705	ENSE00001676186	44076042	44076456	-0.576933462	0.045730569	0.350519904
kpg3592063	10	5637080	CALML3 ASB13	ENST00000478294	ENSE00001928580	5636954	5637542	0.685851001	0.045827569	0.350519904
kpg9675747	7	157075201	UBE3C DNAJB6	ENST00000442017	ENSE00001628506	157074838	157075380	-0.83124959	0.045960643	0.350519904
kpg158702	4	40318903	RHOH CHRNA9	ENST00000510551	ENSE00002087317	40318502	40318997	0.673981091	0.046051936	0.350519904
kpg23841664	17	80251940	CSNK1D CD7	ENST00000566986	ENSE00002591651	80251592	80252786	-0.955734518	0.046399755	0.350519904
rs6748811	2	156877774	KCNJ3 NR4A2	ENST00000428651	ENSE00001782847	156877047	156878411	-2.000955942	0.046464942	0.350519904
kpg8378041	7	149699676	ATP6V0E2 LOC100286961	ENST00000565102	ENSE00002598017	149697841	149700167	-1.251929811	0.062254538	0.35238418
kpg6968619	8	127341403	LOC650095 FAM84B	ENST00000500180	ENSE00001990119	127340553	127341780	1.313443055	0.069374436	0.353980523
kpg22831217	7	43011894	MRPL32 LOC100288217	ENST00000456114	ENSE00001756348	43011866	43012442	1.328667479	0.069426006	0.353980523
kpg14517369	2	187219719	FLJ44048 ZC3H15	ENST00000564407	ENSE00002576512	187219299	187221500	-1.678364653	0.070136001	0.353980523
kpg6540047	3	30566773	RBMS3 TGFBR2	ENST00000431057	ENSE00001758672	30566482	30566939	1.660082078	0.071755183	0.35481252
kpg10885924	21	26832720	NCRNA00158 MIRHG2	ENST00000489205	ENSE00001933675	26832668	26832730	1.298702548	0.071954987	0.35481252
kpg15490341	1	234769913	IRF2BP2 PP2672	ENST00000429269	ENSE00001771955	234768694	234770526	0.851328198	0.047838033	0.355794822
kpg4545267	18	12775417	PSMG2 PTPN2	ENST00000563722	ENSE00002613997	12774650	12775922	-1.791031388	0.048371038	0.355794822
kpg11297526	16	32469511	LOC390705 TP53TG3	ENST00000565549	ENSE00002609095	32465933	32470079	-0.680063746	0.048429795	0.355794822
kpg17212390	6	134824281	SGK1 LOC645175	ENST00000456749	ENSE00001676049	134823926	134825157	0.706453025	0.049157118	0.355794822
kpg1913725	16	86754576	FOX1L LOC100288525	ENST00000563331	ENSE00002586134	86754294	86754609	-2.38039852	0.049654945	0.355794822
kpg17907087	3	177040671	TBL1XR1 KCNMB2	ENST00000425388	ENSE00001591376	177039217	177041206	0.989062656	0.049724649	0.355794822
kpg18578461	9	109366134	TMEM38B LOC644620	ENST00000435485	ENSE00001653720	109366037	109367076	0.785892329	0.049869401	0.355794822
kpg16225896	16	81993728	PLCG2 SDR42E1	ENST00000564138	ENSE00002630315	81993524	81996298	-1.092638676	0.049873316	0.355794822
kpg23051235	11	65190595	FRMD8 NCRNA000084	ENST00000501122	ENSE00001961965	65190269	65213011	-0.700404674	0.049881713	0.355794822
kpg5000754	1	13655570	TMEM88B LOC100288271	ENST00000428781	ENSE00001762472	13653355	1365635	-1.521808309	0.050346436	0.355794822
kpg22826774	8	135805802	ZFAT LOC286094	ENST00000568248	ENSE00002623781	135804263	135810515	-0.545059603	0.05043719	0.355794822
rs4422207	2	47564034	BCYRN1 EPCAM	ENST00000418539	ENSE00001641977	47565199	47571656	-0.921257005	0.051066392	0.355794822
rs2017650	8	23351559	ENTPD4 SLC25A37	ENST00000518590	ENSE00002103749	23351317	23351711	-0.627722753	0.051284438	0.355794822
kpg17381880	6	160697065	SLC22A2 SLC22A3	ENST00000419196	ENSE00001749585	160696793	160697162	0.803022812	0.051291051	0.355794822
kpg4894937	17	70026609	LOC124685 SOX9	ENST00000538693	ENSE00002240848	70026432	70026992	-1.655108861	0.052002302	0.35633081
kpg1056253	22	27261205	MIAT MN1	ENST00000434868	ENSE00001619874	27258220	27261749	-1.072441476	0.052007259	0.35633081
rs11996854	8	102180058	YVHAZ ZNF706	ENST00000565617	ENSE00002623035	102179033	102181857	-0.474495931	0.052899327	0.35633081
kpg15434090	1	234768953	IRF2BP2 PP2672	ENST00000429269	ENSE00001771955	234768694	234770526	0.950682096	0.053138638	0.35633081
kpg9963829	17	12538520	MAP2K4 MYOCD	ENST00000313495	ENSE00001251429	12538318	12540504	0.544544963	0.05323401	0.35633081
kpg8960906	4	11471259	HS3ST1 HSP90AB2P	ENST00000515343	ENSE00002047387	11470874	11471455	-1.211933066	0.053307181	0.35633081
kpg15729197	1	234769113	IRF2BP2 PP2672	ENST00000429269	ENSE00001771955	234768694	234770526	0.817471321	0.053480189	0.35633081
kpg25137749	1	158102131	KIRREL CD1D	ENST00000442358	ENSE00001705002	158101834	158102191	1.825918115	0.054445625	0.358805571
kpg221271935	5	87565642	TMEM161B LOC645323	ENST00000504636	ENSE00002071912	87565285	87566247	-0.583369805	0.0548908	0.358805571
kpg9958448	2	192108553	STAT4 MYO1B	ENST00000419640	ENSE00001719703	192108346	192108799	0.628566624	0.055007583	0.358805571
kpg16244546	16	81112257	C16orf46 GCSH	ENST00000501068	ENSE00001976225	81111937	81112466	-0.484282788	0.05507173	0.358805571
kpg6568995	6	129849833	LAMA2 ARHGAP18	ENST00000430296	ENSE00001679894	129849810	129849883	-0.530718082	0.055292325	0.358805571
kpg19966503	15	69760593	RPLP1 LOC145837	ENST00000560882	ENSE00002551439	69760732	69760732	-0.831062437	0.08004118	0.361299912
kpg11077394	12	1612239	ERC1 FBXL14	ENST00000515614	ENSE00002028096	1611627	1612636	1.339751229	0.056059496	0.361838563
kpg5945220	8	81447844	ZBTB10 ZNF704	ENST00000523871	ENSE00002102242	81447421	81450812	-0.963164855	0.081216765	0.362182873
kpg5793648	14	85995131	SEL1L FLRT2	ENST00000380722	ENSE00001486021	85994961	85996332	0.732992869	0.056622485	0.363528401
kpg24006502	2	38466554	C2orf58 ATL2	ENST00000450854	ENSE00001733174	38466200	38466732	-1.372830416	0.082784451	0.364251585
rs7828323	8	102181249	YVHAZ ZNF706	ENST00000565617	ENSE00002623035	102179033	102181857	-1.499778118	0.057329435	0.364583426
kpg15831311	1	16788219	NECAP2 CROCCL2	ENST00000457898	ENSE00001761634	16787443	16789782	-0.661829988	0.05768881	0.364583426
kpg4707227	16	81418132	GAN CMIP	ENST00000568107	ENSE00002626991	81416874	81424489	-0.963235326	0.057692986	0.364583426
rs7788668	7	22980638	SNORD93 FAM126A	ENST00000421730	ENSE00001741676	22980591	22980702	0.781361626	0.058513367	0.366347048
kpg17368545	6	82555244	FAM64A IBTK	ENST00000418567	ENSE00001802829	82554902	82555626	-0.616415967	0.058579105	0.366347048
rs11801300	1	28974734	TAF12 RNU11	ENST00000427804	ENSE00001796797	28974705	28975093	0.457300285	0.059412113	0.369641339
kpg388921	1	143394413	LOC100132733 LOC10013	ENST00000421640	ENSE00001628783	143393991	143394444	-0.904517624	0.05999812	0.371327727
kpg12005625	2	114588799	SLC35F5 ACTR3	ENST00000446401	ENSE00001709078	114588765	114589005	-0.570517122	0.060973259	0.371327727
kpg18852302	12	1612036	ERC1 FBXL14	ENST00000515614	ENSE00002028096	1611627	1612636	0.907723003	0.061074653	0.371327727
kpg18709749	12	1612266	ERC1 FBXL14	ENST00000515614	ENSE00002028096	1611627	1612636	1.114406576	0.061167138	0.371327727
kpg6484284	8	29647917	C8orf75 LOC286135	ENST00000523123	ENSE00002100667	29647848	29647963	0.926043371	0.06122139	0.371327727
kpg28878331	8	123429113	HAS2AS1 LOC100131552	ENST00000533992	ENSE00002177014	123429064	123429261	0.84145007	0.061549262	0.371449794
kpg5520275</										

kpg8219122	10	5637993	CALML3 ASB13	ENST00000478294	ENSE00001823487	5637974	5638081	0.757962671	0.063457059	0.376752468
kpg7323492	12	133490234	CHFR LOC100289635	ENST00000503695	ENSE00002082163	133489682	133491318	-0.552688648	0.063875499	0.376752468
kpg28616538	8	102151915	YVHAZ ZNF706	ENST00000518090	ENSE00002093548	102151893	102151979	0.731060959	0.063988613	0.376752468
kpg11888975	2	221315486	SLCA43 EPHA4	ENST00000432993	ENSE00001620071	221315323	221315499	1.400527114	0.069204406	0.376815866
kpg10165058	4	174907906	MORF4 FBXO8	ENST00000503325	ENSE00002067875	174907844	174907950	-1.243995912	0.070338962	0.376815866
kpg6507046	15	45752975	C15orf48 LOC30A4	ENST00000559960	ENSE00002569243	45752644	45753154	-1.302384668	0.080367609	0.37887587
kpg2765098	11	82803315	RAB30 PCF11	ENST00000533528	ENSE00002157702	82803075	82803380	-0.999532756	0.064972145	0.379829802
kpg19435987	14	106067375	TMEM121 LOC100288531	ENST00000549427	ENSE00002587194	106067228	106067548	0.462737486	0.065140654	0.379829802
kpg13133286	21	18012732	C21orf34 CXADR	ENST00000438762	ENSE00001712871	18012549	18013002	-1.296499212	0.072924354	0.381088587
kpg8668768	1	153163300	SPRR2G LELP1	ENST00000419800	ENSE00001706753	153162555	153164152	1.23045311	0.073677127	0.381088587
kpg5147558	11	46260304	PHF21A CREB3L1	ENST00000530049	ENSE00002168074	46260290	46260818	1.26715973	0.081949451	0.382133851
kpg2640905	21	33633516	NCRNA00159 C21orf45	ENST00000565959	ENSE00002613058	33632115	33633896	1.311239274	0.085535043	0.389688074
kpg17106157	6	169434925	SMOC2 THBS2	ENST00000419800	ENSE00001774129	169434292	169435155	1.616684572	0.085831649	0.389688074
kpg17993828	3	197171972	DLG1 BDH1	ENST00000438408	ENSE00001728557	197171932	197172194	1.287053373	0.086294562	0.389688074
kpg5394371	14	75763124	FOS JDP2	ENST00000558575	ENSE00002540211	75762823	75763341	-1.192492259	0.067935058	0.394219301
kpg25698914	16	19365822	LOC728276 TMC5	ENST00000567369	ENSE00002590029	19365784	19366123	1.204745471	0.088226156	0.394260633
kpg25280684	1	143401987	LOC100131965 LOC10013	ENST00000433980	ENSE00001631037	143401688	143402134	-1.162762917	0.078623253	0.399779251
kpg11153540	1	28974840	TAF12 RNU11	ENST00000427804	ENSE00001796797	28974705	28975093	0.629500772	0.069234958	0.399840163
rs11884580	2	75156603	HK2 POLE4	ENST00000377469	ENSE00001474023	75155366	75158663	1.307146531	0.091907581	0.401680607
rs502819	1	48532672	LOC388630 SKINTL	ENST00000439795	ENSE00001721913	48532270	48532873	1.247390671	0.092565812	0.401680607
kpg27393600	9	93927608	LOC100128909 AUH	ENST00000423719	ENSE00001710054	93925153	93927858	1.337773951	0.093324775	0.401680607
kpg30821269	1	1853054	ASMT	ENST00000432272	ENSE00001752639	1853010	1853089	1.650713459	0.093631843	0.401680607
kpg5949693	15	96592837	LOC145820 NR2F2	ENST00000558860	ENSE00002558494	96592504	96592924	-0.81964762	0.070112672	0.402268962
kpg2300525	10	5650458	CALML3 ASB13	ENST00000425246	ENSE00001704738	5650438	5650694	0.771426133	0.07032208	0.402268962
kpg21809393	10	92262627	LOC119358 HTR7	ENST00000414903	ENSE00001602435	92262543	92262725	1.15861912	0.095776641	0.403899634
kpg1774932	16	19365911	LOC728276 TMC5	ENST00000567369	ENSE00002590029	19365784	19366123	-1.297353789	0.096032081	0.403899634
kpg24252794	2	10180331	UNQ5830 KLF11	ENST00000567540	ENSE00002582289	10179219	10180790	-0.931802396	0.071317381	0.406038109
kpg34018	7	17496359	AHR SNX13	ENST00000454003	ENSE00001770962	17496306	17496386	-0.451122444	0.072176878	0.406368248
kpg16400031	16	86119166	IRF8 LOC732275	ENST00000563931	ENSE00002583061	86115015	86122279	0.696206918	0.072784442	0.406368248
kpg12327474	5	90607925	LOC729040 ARRDC3	ENST00000513626	ENSE00002034273	90606838	90609046	-1.118473012	0.07284452	0.406368248
GA032252	17	27878898	TAOK1 ABHD15	ENST00000562535	ENSE00002584590	27873905	27878921	-0.422504619	0.072882616	0.406368248
kpg763330	2	9898350	YVHAQ TAF1B	ENST00000474667	ENSE00001869213	9897625	9899428	-0.473143944	0.073561809	0.406368248
kpg17399355	6	82555503	FAM46A IBTK	ENST00000418567	ENSE00001802829	82554902	82555626	-0.660438504	0.07362084	0.406368248
kpg1534401	2	85291526	KCMF1 LOC647302	ENST00000567718	ENSE00002604161	85291231	85291802	0.606028903	0.073732101	0.406368248
kpg4037313	16	1026640	LMF1 LOC100287129	ENST00000565467	ENSE00002593914	1025761	1027029	-1.466445637	0.07424251	0.407321409
rs3902783	9	137475130	RXRA COL5A1	ENST00000423455	ENSE00001806378	137475038	137477036	0.411281413	0.07464871	0.407696801
rs11695569	2	156877890	KCNJ3 NR4A2	ENST00000428651	ENSE00001782847	156877047	156878411	-1.369910539	0.075140541	0.408197135
kpg11797315	6	24749242	C6orf62 GMNN	ENST00000453179	ENSE00001719383	24749224	24749376	1.17585422	0.075876549	0.408197135
kpg9688833	3	18866511	LPP1 LOC100132319	ENST00000444888	ENSE00001791567	188665068	188665428	0.423758806	0.076167156	0.408197135
kpg11526605	2	19226545	NT5C1B OSR1	ENST00000424895	ENSE00001670652	19226396	19226726	-0.877722213	0.076254483	0.408197135
kpg28980815	8	102088389	YVHAZ ZNF706	ENST00000514926	ENSE00002063679	102087397	102088479	0.505669998	0.076689043	0.408197135
kpg3913913	16	81995937	PLCG2 SDR42E1	ENST00000506413	ENSE00002630315	81993524	81996298	-0.655257109	0.076782317	0.408197135
kpg9652931	10	128106335	ADAM12 C10orf90	ENST00000456514	ENSE00001799229	128106285	128106377	-0.890474756	0.077331864	0.408197135
kpg22328002	5	148443214	SH3TC2 ABLM3	ENST00000515519	ENSE00002033933	148442880	148443237	0.550479174	0.077445852	0.408197135
kpg13203052	21	41099685	B3GALT5 IGSF5	ENST00000457325	ENSE00001726936	41099682	41099919	-1.269164605	0.10019697	0.408749327
rs17291653	10	64063345	RTKN2 ZNF365	ENST00000442753	ENSE00001705493	64063259	64063792	1.043742234	0.101198588	0.408749327
kpg11792777	4	185910278	ACSL1 HELT	ENST00000505053	ENSE00002041220	185910151	185910374	-0.83702638	0.101568015	0.408749327
kpg9651302	8	123440771	HAS2AS LOC100131552	ENST00000533992	ENSE00002155400	123440660	123440790	1.144614644	0.081906621	0.409531405
kpg5662856	12	16847071	LMO3 LOC728622	ENST00000418574	ENSE00001540498	16846734	16848407	-1.214661739	0.103652285	0.412111494
kpg8682510	17	70026464	LOC124685 SOX9	ENST00000538693	ENSE00002240848	70026432	70026992	-1.411517585	0.079402408	0.415430769
kpg6214704	9	33605019	LOC10028689 ANXA2P2	ENST00000433357	ENSE00001611427	33605009	33605291	1.653405399	0.079777965	0.415430769
kpg4850930	14	21513239	RNASE7 RNASE8	ENST00000554568	ENSE00002516697	21511515	21514097	0.389804708	0.079850819	0.415430769
kpg24958414	1	16787799	NECAP2 CROCC2L	ENST00000457898	ENSE00001761634	167877443	16789782	-0.865314732	0.080363658	0.416304443
rs552631	18	77839092	C18orf22 ADNP2	ENST00000566810	ENSE00002581238	77838683	77839140	-0.928711594	0.106693262	0.417493979
kpg23235364	21	46409962	C21orf70 NCRNA00162	ENST00000439088	ENSE00001802548	46409779	46411747	0.965736764	0.107536328	0.417493979
kpg8900297	4	40332388	RHOH CHRNA9	ENST00000510551	ENSE00002025439	40332177	40332436	1.596956855	0.101411411	0.422383451
kpg20691828	4	118280937	TRAM1L1 LOC100288955	ENST00000416680	ENSE00001655896	118280884	118280965	0.699323275	0.082144785	0.422579268
kpg3729239	6	134824211	SGK1 LOC645175	ENST00000456749	ENSE00001676049	134823926	134825157	0.583001265	0.082705339	0.422579268
kpg10080081	22	17156280	pslTPE221 XKR3	ENST00000457068	ENSE00001611736	17156013	17156342	-0.844192515	0.082967891	0.422579268
kpg4068529	5	1967041	IRX4 IRX2	ENST00000511960	ENSE00002040647	1966914	1967077	0.601278969	0.082975382	0.422579268
kpg22761853	1	2532771	DHRX CD99	ENST00000445785	ENSE00001676508	2532758	2533388	-1.125243206	0.085971032	0.422808353
rs10524	1	41726473	SCMH1 FOXO6	ENST00000425554	ENSE00001766482	41726415	41726545	-1.187503383	0.087531136	0.423537756
kpg11175295	14	50413317	ARF6 C14orf182	ENST00000556130	ENSE00002433545	50412872	50413432	-1.611297355	0.104566231	0.424255275
kpg6944680	5	82215380	ATP6AP1L TMEM167A	ENST00000504916	ENSE00002074263	82215195	82215781	1.712043454	0.105432606	0.424255275
rs12593159	15	63188295	TLN2 TPM1	ENST00000557900	ENSE00002560171	63188011	63188342	1.096793403	0.106754798	0.424255275
kpg9483884	15	65011176	OAZ2 RBPMS2	ENST00000506387	ENSE00002574073	65010265	65011801	-1.829191621	0.107227628	0.424255275
rs403829	9	106087037	CYL2 SMC2	ENST00000455051	ENSE00001794494	106086939	106087060	1.093856766	0.107711281	0.424255275
kpg16923525	6	19730747	RNF144B ID4	ENST00000445568	ENSE00001687059	19730658	19731010	-1.617508922	0.107794464	0.424255275
kpg6793572	5	4515695	IRX1 LOC340094	ENST00000503188	ENSE00002026322	4515436	4516889	-1.064230742	0.111124384	0.426407521
rs10195870	2	213784460	LOC646249 IKZF2	ENST00000437261	ENSE00001626455	213784156	213784533	-1.198108578	0.089775177	0.427500841
kpg744540	18	12775625	PSMG2 PTPN2	ENST00000563722	ENSE00002613997	12774650	12775922	-1.170338839	0.084322198	0.427634004
rs7116965	11	46260696	PHF21A CREB3L1	ENST00000530049	ENSE00002168074	46260290	46260818	-1.044304823	0.110332	0.430294801
kpg21438550	19	35303421	ZNF599 LOC401913	ENST00000561778	ENSE00002616079	35302738	35305249	0.728651101	0.085605589	0.431005426
kpg4292255	12	1612295	ERC1 FBXL14	ENST00000515614	ENSE00002028096	1611627	1612636	1.045692296	0.08591345	0.431005426
kpg11078470	14	101424675	SNORD114-6 SNORD114	ENST00000556637	ENSE00001803798	101424599	101424680	0.800190091	0.08605825	0.431005426
rs10993081	9	96939718	PTPDC1 ZNF169	ENST00000416309	ENSE00001793816	96938884	96940013	-0.648701898	0.08701457	0.431119047
kpg15618123	1	234769004	IRF2BP2 PP2672	ENST00000						

How the deposited data were processed for this re-analysis (not part of the article)

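The data are 6 Affymetrix Human Gene 2.0 ST arrays of MDA-MB-231-Luc-D3H1 cells stably carrying the empty GFP vector, shRNA1 or shRNA2 against LincIN, with 2 arrays per group. The submitters' processing notes and the paper's methods name the Affymetrix Expression Console and RMA, without a version. The deposited values are on the log2 scale: the authors corrected the background, normalized the probes by quantiles across arrays and summarised them per probe set. They are not relative to a reference sample and carry no detection call. Array medians and ranges, and the correlations between arrays, were checked before any test.

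The value table has 53617 probe sets. The tests covered the 16098 that the probe annotation used here pairs with exactly 1 gene symbol, and the 37519 others were used only in an alternative. LincIN, ITGB1, CDKN1A and ILF2 had no named probe set and were not analysed here.

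The 3 group means were fitted together over the 6 arrays in limma 3.58.1 (R 4.3.3) with lmFit and eBayes, which left 3 residual degrees of freedom and gave 4.16 prior degrees of freedom. The comparisons were shRNA1 against vector, shRNA2 against vector, and shRNA2 against shRNA1, each adjusted by Benjamini-Hochberg at a threshold of 0.05. Counts at an unadjusted p under 0.001, the threshold the paper states, are given beside them. The paper's statistics section names ANOVA with Dunnett's test or a 2-sample test for in vitro data in general, and its text names BRB-ArrayTools for the arrays without naming the test. The calls were tested on simulated data: of changes of 1.0 on the log2 scale, 65.7% were found for shRNA1 and 62.7% for shRNA2, and of changes of 2.0, 100% and 98.5%, with 11 and 8 unchanged probe sets called. Of changes of 0.5, 2.99% and 1.49% were found.

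Whether the replicate numbers pair the arrays was checked. The series text states that RNA was collected in 2 independent experiments, without tying a number to an experiment. Across probe sets, the differences between replicates 1 and 2 correlated at 0.626 between vector and shRNA1, 0.145 between vector and shRNA2 and 0.150 between shRNA1 and shRNA2. The numbers were read as pairs, although the low correlations with shRNA2 give little ground for pairing its arrays. The fit with the replicate number as a block (2 residual and 6.43 prior degrees of freedom) is given as an alternative, printed beside a result where it changes the call. The calls with the block had been seen when this was decided.

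Gene lists were tested with camera at its preset correlation of 0.01, with 1 probe set per gene (14884 genes), and again with a correlation estimated from the residuals and with fry. Camera compares a list with the other genes, and fry tests whether its genes move, on balance, one way, without comparing them with other genes. The lists, written before the data were examined, cover cholesterol synthesis and uptake, fatty acid synthesis, immediate early genes and ERK feedback, S phase, G2 and M phase, CDK inhibitors and G1 regulators, p53 targets, interferon-stimulated genes, NF-kB targets, YAP and TAZ targets, BMP and ID response, ATF4 amino acid response, hypoxia response, matrix proteases, chemokines and receptors, guidance and matrix signals, integrins, mesenchymal, epithelial, luminal, endothelial, fibroblast and hematopoietic markers, housekeeping genes, snoRNAs, microRNAs and other small structured RNAs. Of 28 lists, 27 had measured members, and the integrin list had none. The counts include 1 list whose result is not reported here. Table S3, which comes from these arrays, had been read when the lists were written, and several lists hold its genes. Those lists are not independent evidence of a change or of its direction. Ingenuity Pathway Analysis was not used here.

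The genes named were set by a rule written before the data were examined, when the values of Table S3 had been seen. For each shRNA against vector it takes the 8 highest and the 8 lowest log2 fold changes past the adjusted threshold whose 2 shRNA arrays lie on the same side of both vector arrays. For shRNA2 against shRNA1 it takes the 5 highest and 5 lowest in the same way. It adds the genes the paper names, and up to 4 members of each list past the threshold with the largest change, or else the 2 with the largest mean.

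The overlap of the shRNAs was compared with n1 × n2 / N per direction, and with 100 simulations of unchanged groups that share a simulated vector group. These simulations hold no change, so they do not give lists of the observed sizes. The alternatives were a pairwise fit of the 4 arrays compared, the methods' t-test, an intensity trend, arrays centred on their medians, quantile normalization, a filter on dim probe sets, the BRB-ArrayTools filter (1.5-fold in 20% of arrays) together with the pairwise fit, all probe sets, 1 probe set per gene, the block, separate vector arrays for each shRNA, and each array left out in turn. Other computations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9.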

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

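The test of whether all small RNAs were recovered differently was chosen only after the result was seen, as was the condition that a value must hold within both replicates.

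MIR539 differed between shRNA2 and shRNA1 by -2.41 (log2), the only single probe set past the adjusted threshold, and 8 lists differed by camera with the preset correlation. Their median differences were 0.50 for cholesterol synthesis, -0.29 for interferon-stimulated genes, 0.48 for the ATF4 response, 0.41 for hypoxia, 0.035 for fatty acid synthesis, 0.53 for snoRNAs, -0.18 for microRNAs and 1.25 for other small structured RNAs. They stand here because the difference between the shRNAs was itself tested. None of the 8 passed with an estimated correlation, at adjusted p from 0.119 to 0.561, and MIR539 passed in none of the 6 fits without 1 array. The fatty acid difference, at adjusted p = 0.0479, ended without either vector array (0.0574), shRNA1 replicate 1 (0.0980) or 2 (0.0807) or shRNA2 replicate 1 (0.157), with dim probe sets left out (0.161) and with quantile normalization (0.0739), and NF-kB targets passed without shRNA2 replicate 2 (0.0113).

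NRP1, a gene near LincIN that the paper does not discuss for these cells, was 0.85 higher with shRNA1 than with vector, and this call ended without any 1 of the 6 arrays, at adjusted p from 0.0880 to 0.176. It stands here as a signal outside the genes the paper discusses for these arrays.

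Over all arrays, microRNA probe sets were lower and snoRNA probe sets higher with shRNA2 than with shRNA1, but the snoRNA median was 1.13 within replicate 1 and -0.06 within replicate 2. Values within a replicate set the shRNA2 array against the shRNA1 array of the same number. That pairing has little ground, as replicate differences correlated at 0.150 between shRNA1 and shRNA2. If all dim probe sets had shifted on the shRNA2 arrays, protein-coding probe sets of matched level would move with the microRNAs, and their median lay 0.115 above. That passes the bound of 0.1 set beforehand, but by less than the values of 0.154 within replicate 1 and 0.0846 within replicate 2 differ, so this explanation stays open. If all small RNAs had been recovered differently, both classes would move the same way, and the snoRNA median lay 0.706 above the microRNA median, with 1.39 within replicate 1 and 0.0387 within replicate 2, so this cannot be told apart from a difference between the shRNAs either. A difference between the shRNAs, which the design names, stays open and was not tested apart from these.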

How the results depend on the processing

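All alternatives here were set before the data were examined, and none of these tests was chosen only after the result was seen, but the replicate numbers were read as pairs after the calls with the block had been seen. No direction reversed for a called gene or list. Of the values of named probe sets under alternatives, 2352 kept their sign and side of the threshold, 543 no longer passed and 24 newly passed. The other 32 changed sign without passing in either fit. Of the values of lists, 787 kept their side, 71 no longer passed and 30 newly passed.

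With the methods' t-test, the counts at an adjusted p under 0.05 were 1 (shRNA1), 2 (shRNA2) and 2 (shRNA2 against shRNA1), those at p under 0.001 were 38 and 65, and 5 were shared. The pairwise fit gave 111 and 167 for shRNA1, and 0 between the shRNAs (2627 at an unadjusted p under 0.05). Leaving out dim probe sets gave 179 and 196 at p under 0.001 with 90 shared, 0 between the shRNAs (1468 unadjusted) and r = 0.617. The BRB-ArrayTools filter together with the pairwise fit gave 80, 239 and 47 adjusted, 63 and 134 at p under 0.001, 51 shared and r = 0.834. All probe sets gave 195 adjusted for shRNA1, 681 at p under 0.001 for shRNA2, 8 between the shRNAs and r = 0.477. With 1 probe set per gene, 28 differed between the shRNAs and r was 0.618. An intensity trend gave 15 between the shRNAs and centred arrays 0 (2425 unadjusted). The replicate block gave 535, 1180 and 370 adjusted, and 638 at p under 0.001 for shRNA2. Apart from these and the block values given beside genes and lists, it changed no other call against vector of a named gene or list. With separate vector arrays, R2 was 0.895 and 0.897 over the shared probe sets and r 0.333 and 0.195 over all. With an estimated correlation, 0 lists passed in any of the 3 comparisons by camera (7, 3 and 5 at an unadjusted p under 0.05), against 11, 9 and 8 with the preset one and 10, 12 and 7 by fry. Camera with an estimated correlation also tests on 3 residual degrees of freedom, so this loss is not due to correlation alone. The estimate was under the preset 0.01 for cholesterol synthesis (-0.0225), epithelial markers (-0.0250), the ATF4 response (-0.0263) and hypoxia (-0.0075). A higher correlation therefore did not end the calls of these lists. The estimate was above the preset for others, such as immediate early genes (0.138), fatty acid synthesis (0.0904) and snoRNAs (0.652). Since fry compares a list with no other genes, it tests another hypothesis and neither ends nor adds a camera call. Of the lists that passed by camera, S phase (0.178 and 0.279) and the immediate early genes (0.0545 and 0.108) did not pass by fry with either shRNA, nor snoRNAs with shRNA2 (0.319), nor between the shRNAs fatty acid synthesis (0.263), snoRNAs (0.744) and microRNAs (0.135). By fry alone passed housekeeping genes with both shRNAs (0.0187 and 0.0147), with shRNA2 mesenchymal markers (0.0147), interferon genes (0.0211), YAP and TAZ targets (0.0174) and BMP genes (0.0118), and between the shRNAs mesenchymal markers (0.0273) and BMP genes (0.0471).

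NRP1 with shRNA1 no longer passed, at a value of 0.85, in the pairwise fit, by the methods' t-test, with quantile normalization, with the BRB-ArrayTools filter together with the pairwise fit, or with all probe sets. It was 0.82 and passed with centred arrays. Its adjusted p ran from 0.0209 (block) to 0.582 over the alternatives. With shRNA2 its 0.70 passed with the block.

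Without 1 array, the lone array is assumed to vary like the other groups. Leaving out either array of the group not compared gives the same values as the pairwise fit, so these are not separate alternatives. The adjusted counts were then 111 to 138 (shRNA1), 6 to 392 (shRNA2) and 0 in all 6 fits (between the shRNAs), those at p under 0.001 were 167 to 211 and 116 to 349, and 81 to 130 were shared. R2 was 0.936 to 0.960, r 0.430 to 0.704, NRP1 0.73 to 0.97, and 5 to 11 lists passed with shRNA2, 5 without vector replicate 1. Fewer arrays, or fewer or more probe sets tested, are part of these settings, and the cause was not tested otherwise.

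The values carry no detection call, so signal near background limits the changes of dim probe sets. The shift of transcripts with a seed match to the shRNAs was not run, as no transcript sequences were used here.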

Differences from the paper's values

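The turn of Table S3's ratios to vector over shRNA, and the standard error as the tolerance for these ratios, were chosen only after the values were seen.

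At an unadjusted p under 0.001, 308 probe sets changed with shRNA1, and the paper's count is 173, of which 112 rows have a named probe set. Apart from the count over all probe sets, the counts here cover named probe sets only. A count near 173 therefore compares unlike sets of probe sets. Of the alternatives set before the data were examined, the count is within 1.5 times the paper's in the pairwise fit (167), with dim probe sets left out (179), and without vector replicate 1 or 2 (197 and 205), shRNA1 replicate 1 or 2 (211 and 200) or either shRNA2 array (167). It is not with the methods' t-test (38), an intensity trend (319), centred arrays (323), quantile normalization (330), the BRB-ArrayTools filter together with the pairwise fit (63), all probe sets (446), 1 probe set per gene (306) or the block (444). For shRNA2, the count was 353 over the named and 681 over all probe sets. The paper's count is 321, of which 176 rows have a named probe set.

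On the scale of vector over shRNA, 8 log2 ratios of named genes differ from the paper's Table S3 by more than the standard error. Settings that change only the spread or the probe sets tested leave the ratios as they are. With shRNA1, ARHGDIB was 2.82 (the paper's value is 3.06). It does not differ with centred arrays, with quantile normalization, without vector replicate 2 or without shRNA1 replicate 1 (3.10), and it differs without vector replicate 1 (2.79) or shRNA1 replicate 2 (2.54). RHOJ was 2.54 (the paper's, 2.28) and differs under every alternative that changes it, at 2.45 to 2.63. CD24 was 1.72 (the paper's, 2.05), and it does not differ without vector replicate 1 (1.88) and differs under the others. CLDN1 was 2.34 (the paper's, 2.62), and it does not differ without vector replicate 2 (2.63) or shRNA1 replicate 1 (2.47) and differs under the others. With shRNA2, TMEM156 was 2.82 (the paper's, 2.99) and differs under every alternative that changes it. SOST was -2.80 (the paper's, -3.06), and it does not differ without vector replicate 1 (-2.97) and differs under the others. MIR539 was 2.22 (the paper's, 2.04), and it does not differ with centred arrays, quantile normalization (2.18), without vector replicate 1 (2.19) or without shRNA2 replicate 2 (2.05), and differs under the others. MIR376A2 was 1.91 (the paper's, 1.24) and differs under every alternative that changes it, at 1.57 to 2.26. Most named genes were chosen for large changes here. Of all matched genes, by their brightest probe set, 108 of 110 and 167 of 172 lay within 0.5 on this scale. Genes not named above lay further off. As plain ratios with shRNA1, ITFG1 was 1.15 (the paper's, 3.56) and HMGB2 0.712 (0.41). With shRNA2, CATSPERG was 1.04 (2.16), MIR548I2 0.830 (0.28), RASA4 1.27 (0.37) and LOC100288637 0.908 (2.35).

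The direction in Table S3 is the other difference. Its column headings give shRNA over vector, and of the 110 genes matched for shRNA1 all 110 have the opposite sign here, as do 170 of the 172 matched for shRNA2. In the table, 141 ratios of shRNA1 are above 1 and 32 under 1, and 197 and 124 of shRNA2. Here 84 named probe sets were higher and 224 lower with shRNA1 at the same threshold, and 144 and 209 with shRNA2. The table's counts also hold rows without a named probe set.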

Other observations

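The tests of Table S3's ratio and of noise in dim probe sets were chosen only after the result was seen.

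Genes outside the claims also changed. SPDEF, a transcription factor of luminal epithelium, was at -1.54 with shRNA1 and -1.71 with shRNA2 (log2), and AGR2, a secretory protein of the same cells, at -1.26 and -1.20. The prolactin receptor gene PRLR rose with shRNA2 (0.98) and did not pass with shRNA1 (0.44). Of 19 luminal markers (1 in Table S3), 2 fell with shRNA1, and 2 fell and 1 rose with shRNA2 (2 lower, and 3 lower and 2 higher, adjusted over the list alone), and the list did not pass (adjusted p = 0.0983 and 0.875, from 0.0471 without vector replicate 1 with shRNA1). FST, the activin antagonist follistatin, was at -1.35 and -1.85, and of 17 BMP genes (4 in Table S3) 2 fell with either shRNA (2 lower and 1 higher, and 4 lower and 3 higher, over the list alone), with list values of 0.588, where the median was 0.08 but the mean and test below 0, and 0.261. Of 12 YAP and TAZ targets (2 in Table S3), 2 fell with shRNA1 and 1 with shRNA2 (4 and 2 over the list alone), CCN2, a matricellular growth factor, at -1.40 and -0.88 and ANKRD1, a cardiac ankyrin repeat gene, at -1.58 and -0.69 (the latter at adjusted p = 0.0564, and 0.0297 with the replicate block). This list was lower with shRNA1 (adjusted p = 0.00326, or 0.170 with an estimated correlation) and not with shRNA2 (0.0669).

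Of 13 p53 targets, GDF15, a stress cytokine gene, fell with shRNA1 (-1.38) and was at -0.15 with shRNA2 (1 lower, and 1 higher and 3 lower, over the list alone). The list was lower with shRNA1 (adjusted p = 0.0101, or 0.179 with an estimated correlation, and 0.0546 and 0.0637 without vector replicate 2 and shRNA1 replicate 1) and not with shRNA2 (0.538). Of 16 NF-kB targets (4 in Table S3), PTGS2, the inducible cyclooxygenase gene, was at -1.63 and -1.29 and ICAM1, an adhesion molecule gene, at 0.67 and 1.31 (passed with shRNA2). In all 1 rose and 2 fell with shRNA1 and 2 rose and 2 fell with shRNA2 (the same, and 3 and 3, over the list alone), and the list did not pass (0.831 and 0.635), with the median on the other side of 0 from the mean and the test in both. Of 10 endothelial markers (1 in Table S3), 2 fell with either shRNA, also over the list alone, with KDR, a VEGF receptor gene, at -1.52 and -1.54, and the list did not pass (0.0999 and 0.0544, the latter 0.0483 with the block). It passed with shRNA1 without vector replicate 2 (0.0359), and with shRNA2 without vector replicate 2 (0.0212) or shRNA2 replicate 1 (0.0265). None of the 12 CDK inhibitors and G1 regulators (0.831 and 0.538), 8 hematopoietic markers (0.692 and 0.830), 4 fibroblast markers, 1 of them in Table S3 (0.506 and 0.926), and 7 housekeeping genes (0.262 and 0.147) passed in limma, where 1 hematopoietic marker was lower with either shRNA over the list alone. With shRNA1, the median of the G1 regulators was below 0 and their mean and test above it, and the reverse held for the hematopoietic markers. Among them CDK4 was at -0.16 and -0.20, RB1 at -0.20 and -0.07, the macrophage genes CD68 at 0.05 and -0.03 and CSF1R at 0.14 and 0.35, the fibroblast genes THY1 at 0.06 and -0.09 and FBLN1 at -0.06 and -0.11, B2M at 0.92 and 0.80 and TBP at -0.00 and -0.21. VIM, at 3 probe sets, lay between -0.46 and 0.27, and KRT18, at 2, between -0.35 and -0.07, and none passed.

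Without 1 array, the shRNA2 calls of SPDEF, AGR2, FST, CCN2, PRLR, PTGS2, ICAM1 and KDR ended without either shRNA2 array (up to 0.100, 0.227, 0.0904, 0.370, 0.320, 0.250, 0.343 and 0.150), AGR2, CCN2, PRLR and ICAM1 also without either vector array, PTGS2 and KDR without vector replicate 1, and CCN2, PRLR and ICAM1 without either shRNA1 array. The shRNA1 calls ended for AGR2 without any 1 array (up to 0.0862), CCN2 without either vector array or shRNA1 replicate 2 (0.0624), FST without vector replicate 1, shRNA1 replicate 2 or either shRNA2 array (0.0624), GDF15 without vector replicate 2, shRNA1 replicate 2 or either shRNA2 array (0.0671), PTGS2 without any 1 of the 4 shRNA arrays (0.0657) and KDR without vector replicate 1 or either shRNA1 array (0.0743).

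The direction of Table S3 was weighed. If whole group labels had been exchanged among the arrays, 1 of the other 5 ways to assign them would give both columns a correlation of at least 0.9 with the table, and the highest was 0.485, which argues against it. If the ratio column holds vector over shRNA, the table's log2 ratios lie near vector minus shRNA, and the larger of the median absolute differences was 0.0610, in line with this. The correlation with the differences as headed was -0.992 and -0.990. LincIN has no named probe set, so the labels themselves were not checked against its level.

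Replicates 1 and 2 differed alike in vector and shRNA1 cells, with a correlation of 0.626 across probe sets. Noise of dim probe sets would lower it in brighter ones, and in the brighter part it was 0.779, which argues against this cause. A probe-level effect that leaves the transcript unchanged would give a correlation under 0.2 between probe sets of 1 gene, and a change of the transcripts 0.5 or more; over 97 pairs it was 0.256, which decides neither. The same pairs correlated at 0.738 for the shRNA changes. A difference between the experiments stays open, and no biological explanation was tested.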
